# Rapidly evolving protointrons in *Saccharomyces* genomes revealed by a hungry spliceosome

**DOI:** 10.1371/journal.pgen.1008249

**Published:** 2019-08-22

**Authors:** Jason Talkish, Haller Igel, Rhonda J. Perriman, Lily Shiue, Sol Katzman, Elizabeth M. Munding, Robert Shelansky, John Paul Donohue, Manuel Ares

## Abstract

Introns are a prevalent feature of eukaryotic genomes, yet their origins and contributions to genome function and evolution remain mysterious. In budding yeast, repression of the highly transcribed intron-containing ribosomal protein genes (RPGs) globally increases splicing of non-RPG transcripts through reduced competition for the spliceosome. We show that under these “hungry spliceosome” conditions, splicing occurs at more than 150 previously unannotated locations we call protointrons that do not overlap known introns. Protointrons use a less constrained set of splice sites and branchpoints than standard introns, including in one case AT-AC in place of GT-AG. Protointrons are not conserved in all closely related species, suggesting that most are not under positive selection and are fated to disappear. Some are found in non-coding RNAs (e. g. CUTs and SUTs), where they may contribute to the creation of new genes. Others are found across boundaries between noncoding and coding sequences, or within coding sequences, where they offer pathways to the creation of new protein variants, or new regulatory controls for existing genes. We define protointrons as (1) nonconserved intron-like sequences that are (2) infrequently spliced, and importantly (3) are not currently understood to contribute to gene expression or regulation in the way that standard introns function. A very few protointrons in *S*. *cerevisiae* challenge this classification by their increased splicing frequency and potential function, consistent with the proposed evolutionary process of “intronization”, whereby new standard introns are created. This snapshot of intron evolution highlights the important role of the spliceosome in the expansion of transcribed genomic sequence space, providing a pathway for the rare events that may lead to the birth of new eukaryotic genes and the refinement of existing gene function.

## Author summary

The protein coding information in eukaryotic genes is broken by intervening sequences called introns that are removed from RNA during transcription by a large protein-RNA complex called the spliceosome. Where introns come from and how the spliceosome contributes to genome evolution are open questions. In this study, we find more than 150 new places in the yeast genome that are recognized by the spliceosome and spliced out as introns. Since they appear to have arisen very recently in evolution by sequence drift and do not appear to contribute to gene expression or its regulation, we call these protointrons. Protointrons are found in both protein-coding and non-coding RNAs and are not efficiently removed by the splicing machinery. Although most protointrons are not conserved and will likely disappear as evolution proceeds, a few are spliced more efficiently, and are located where they might begin to play functional roles in gene expression, as predicted by the proposed process of intronization. The challenge now is to understand how spontaneously appearing splicing events like protointrons might contribute to the creation of new genes, new genetic controls, and new protein isoforms as genomes evolve.

## Introduction

Eukaryotic genes are often split by intervening sequences called introns that are removed during and after transcription by the spliceosome and associated splicing proteins. Although much is known about the biochemical mechanisms of intron recognition and splicing [1–3], a clear understanding of the events and processes that explain the appearance and persistence of introns during the evolution of eukaryotic genomes remains elusive [4, 5].

As a necessary step in the expression of most extant eukaryotic genes, splicing has been exploited by evolution in at least two main ways. One allows diversification of the structure and function of the RNA and protein products of a gene by producing multiple distinct mRNAs through alternative splicing [2]. A second allows changes in gene expression through nonsense-mediated decay (NMD), whereby alternative splicing can lead to either functional mRNA, or to transcripts with premature stop codons that are degraded, providing developmental on-off control, or stable homeostatic expression settings [2]. The complex gene architecture of multicellular organisms, as contrasted with the simpler gene architecture in many single-celled eukaryotes, has prompted widespread speculation that alternative splicing is responsible for emergent complexity in metazoans. Although it contributes in complex and critical ways to gene function and regulation in extant eukaryotes, how splicing came to reside so pervasively in the eukaryotic lineage remains to be explained [4–6].

Until recently, gain or loss of introns has been detected by comparing closely related genomes. Many such “presence/absence” variations are inferred to be intron loss, in which reverse transcription of a spliced RNA, followed by homologous recombination of the intronless cDNA back into the gene of origin, erases the intron [6, 7]. Several mechanisms for the gain of new introns have been proposed (for review see [8, 9]). For example, single nucleotide changes that create new splice sites (and thus new introns) can lead to “intron sliding” or new alternative splicing events [10]. “Exonization” of an Alu sequence in a large intron can lead to inclusion of a new exon and splitting of an intron into two smaller introns [11]. These intron gain mechanisms rely on pre-existing local splicing events, and represent intron diversification, rather than de novo intron creation at sites where no intron previously existed.

De novo intron creation appears to occur by two main pathways, “intron transposition” whereby an intron at one location is copied and inserted at a new location, and “intronization”. First described in the marine alga *Micromonas* [12], transposition of introns called “Introner Elements” appears to have expanded an intron repeat family in some lineages [13–17] perhaps through an “armed spliceosome” carrying an intron-lariat RNA which is then reverse spliced into an mRNA (which then must be converted to cDNA to return to the genome at a new location, [6, 9]). More recently, intron transposition through an RNA intermediate has been documented in *S*. *cerevisiae*, supporting the idea that reverse splicing may operate to spread introns [18]. Other models suggest that introns transposition may arise by the action of DNA damage repair [19] or non-autonomous DNA transposons [20].

A distinct pathway for *de novo* intron creation is called “intronization” whereby mutations arise either through drift [4, 8, 21], or other sequence changes [22] to create sequences recognized as introns by the splicing machinery. As a genome sequence distant from other introns drifts, it may accumulate mutations that by chance allow its transcripts to be recognized by the splicing machinery and spliced. This process is thought to occur gradually over evolutionary time, generating sequences that exhibit properties of both exons and introns that are often alternatively spliced through several, different, weak splicing signals [4, 23]. Whether these sequences evolve to become bona fide introns depends on whether their removal through splicing provides a fitness advantage.

Splicing in the *S*. *cerevisiae* genome appears to have been streamlined by evolution, such that about 5% of genes have introns, and most that do have only one. Despite their scarcity in genes, introns appear in about 25% of transcripts when cells are growing in rich medium [24, 25]. More than a third of annotated introns are found in genes for ribosome biogenesis (ribosomal protein genes, RPGs), and their mRNAs account for 90% of the splicing performed in rapidly growing cells [25, 26]. This unusual distribution of introns in a highly expressed class of genes with shared function presents both challenges and opportunities for studying integration of splicing into core cellular regulation. For example, repressing transcription of the RPGs increases the efficiency of splicing for the majority of non-RPG introns and can suppress temperature-sensitive spliceosomal protein mutations [27, 28]. Based on this we proposed that relieving pre-mRNA competition by reducing RPG expression frees the spliceosome to process less competitive, splicing substrates it normally ignores. This phenomenon has been shown to contribute to the efficiency of meiotic splicing [28, 29], as well as regulation of Coenzyme Q_6_ synthesis [30], whereby regulated repression of RPGs potentiates splicing control mechanisms at other genes.

In this study, we use rapamycin to repress RPGs and create hungry spliceosome conditions in three related yeast species that have diverged over ~10–20 million years [31], and find 163 locations in the *S*. *cerevisiae* genome that are substrates of the spliceosome, but distinct from the current set of annotated introns. Other studies have also found undocumented splicing events in yeast [32–39], including alternative splicing of known introns. Here we focus strictly on splicing events not associated with a known intron, which we call protointrons. To better understand intron creation, we distinguish, standard introns from protointrons as follows. Standard introns are efficiently spliced under normal growth conditions (median efficiency ~93% spliced), highly conserved in related *Saccharomyces* species, and have known functions in gene expression (93% reside in protein coding regions). Protointrons on the other hand generally splice with very low efficiency (median efficiency ~1% spliced), are often specific to different *Saccharomyces* species, and most importantly do not have a clear role in correct gene expression. These protointrons are found in mRNAs as well as noncoding RNAs such as promoter-associated transcripts, CUTs, SUTs, XUTs and other noncoding RNAs [40–48]. Related yeasts *S*. *bayanus* and *S*. *mikatae* also have protointrons, but most are species-specific, indicating that protointrons appear and disappear during evolution. This suggests that protointrons arise initially through genetic drift, and provide raw material for intronization to enable intron creation through a mechanism distinct from gene duplication or intron transposition [4]. While only a very tiny fraction of protointrons might ever evolve into new standard introns, we observe several more efficiently spliced protointrons that appear to have advanced along the intronization pathway. This intermediate class of introns tends to occur in 5’UTRs where they might buffer the negative effects of RNA secondary structure or micro-ORFs (uORFs) on translation, however there is currently no evidence that these have any adaptive value. This work reveals the extent to which the spliceosome recognizes and splices intron-like sequences, thus expanding the information contained in the genome. This contribution of the spliceosome to the information content of the transcriptome may enhance the rate at which new genes and regulatory mechanisms appear in eukaryotes.

## Results

### Deeper RNA sequencing of a nonsense-mediated decay deficient strain confirms a class of rare splicing events in *Saccharomyces cerevisiae*

In experiments where we observed increases in splicing efficiency of standard introns after repression of RPG expression [28], we also observed unannotated splicing events, distinct from known introns, whose splicing efficiency improved. In addition, inventive new RNAseq methods designed to capture branchpoints [32, 34] have provided evidence for splicing events elsewhere in the transcriptome. Some of these events appear to be activated in response to stress [32], which down-regulates RPG expression and creates hungry spliceosome conditions. Still others are more readily detected during meiosis [32, 39], or when cells are deleted for RNA decay pathway components that degrade unstable transcripts [32, 33, 38]. Our interest in understanding the evolution of splicing prompted us to focus on these distinct new introns. To capture more of them, we obtained additional RNAseq data that included non-polyadenylated RNAs and RNAs sensitive to nonsense-mediated decay. 

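The strain carries a deletion of UPF1, which encodes an RNA helicase needed for nonsense-mediated decay (NMD), the pathway that degrades RNAs with early stop codons. In the authors' deposited table of corrected coverage per gene, UPF1, listed there as NAM7, stood at 45.6 in untreated replicate A and 29.7 in untreated replicate B, and at 67.5 and 59.3 in the same replicates after rapamycin. NMD2, which encodes another NMD factor and is intact in this strain, stood at 816, 677, 519 and 421 in the same order, and UPF3, the third factor, at 352, 294, 199 and 178. Coverage per gene does not show which part of the UPF1 locus its reads came from. URA3, LEU2 and MET17, which the parent strain BY4741 lacks, were listed at 0 in all 4 libraries. HIS3, of which the strain carries the allele his3Δ1, was listed at 2230, 1798, 5056 and 4772 in the same order. Each of 2 cultures was split, and a part of each received 200 ng/ml rapamycin for 60 min, so the untreated and treated libraries of a replicate share a culture and the culture was a term in the tests. The authors made stranded libraries and sequenced them on a single flow cell. They removed reads of tRNA, rRNA and Ty elements with Bowtie2, mapped the rest to sacCer3 with STAR in 2-pass mode and collapsed PCR duplicates. Their deposited values used here are counts of junction reads per splicing event, average coverage per base of each intron and of the first 100 bases of exon 2, and coverage per gene. The 283 standard introns, 595 overlapping events and 231 protointron events together held 3539760 and 2724479 junction reads in untreated replicates A and B and 1104665 and 869722 after rapamycin. RPG introns held 83.7% and 84.7% of the standard junction reads in the untreated replicates and 55.1% and 55.5% of those after rapamycin. From these values the SJ index was computed per replicate with a pseudocount of 1. The change of junction reads relative to intron coverage was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Standard introns entered the test with at least 35 junction reads in all and protointrons with at least 50, in transcripts whose level changed less than 2-fold. Protointrons without a gene label or labelled as opposite a gene had no transcript change assigned and were kept. Splicing efficiency was the junction count as a percent of the junction count plus the intron coverage. Intervals on shares are exact Clopper-Pearson intervals at 95% and cover counting error only.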

We made four libraries, one each from rRNA-depleted RNA from untreated (0 min) and rapamycin treated (blocks nutrient signaling and represses RPGs, 60 min) replicate cultures of a yeast strain deficient in NMD (*upf1Δ*, [49]). We obtained more than 300 million reads that show excellent between-replicate coherence in gene expression changes (S1A Fig). These data confirm our previous observation [28] that splicing of a majority of standard introns in non-RPGs increases after rapamycin treatment. 

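Genes for making ribosomes fell together after rapamycin. Of 139 RPGs in the coverage table, 137 fell by more than 2-fold in both replicates, and the median log2 change over the RPGs was −2.63 in replicate A and −2.59 in replicate B. RPL12A, which encodes a protein of the large subunit stalk, fell by 3.99 on the log2 scale, and RPS26B, which encodes a protein of the small subunit, fell by 3.88. RPL15B, a paralog of RPL15A that was named after its value was seen, was the single RPG with a rise, of 0.81. All 23 genes of ribosome biogenesis fell by more than 2-fold in both replicates, with a median change of −3.77. Among them NSR1, which encodes nucleolin, fell by 5.17 and NOP7, which acts in large subunit assembly, fell by 4.50. Of 25 genes of the spliceosome, 18 fell, 4 rose and 3 did not pass limma's test with Benjamini-Hochberg adjustment, with the same counts when adjusted over the list alone, and their median change was −0.47. The falls outside RPGs were led by URA7, which encodes a CTP synthase, at −5.46 and by DBP2, which encodes an RNA helicase, at −5.33. Across the 6705 genes of the table the authors' log2 changes in the replicates had a Pearson r of 0.966, and R² was 0.934, or 0.973 among genes with a mean coverage of at least 10. Genes are not independent replicates. In both replicates 759 genes rose and 922 fell by more than 2-fold. Coverage is scaled within a replicate, and replicate A can stand above replicate B, as for STE2 at 7789 and 5731 untreated. A fit that leaves out a library can carry this difference in level. limma, chosen after the table was seen to hold coverage rather than counts, called 2584 of 6208 genes higher and 2556 lower with Benjamini-Hochberg adjustment. Without untreated replicate A it called 987 and 812, without untreated replicate B 615 and 1121, without rapamycin replicate A 450 and 787, and without rapamycin replicate B 595 and 663.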

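Of 15 introns in vesicle traffic genes, 10 rose in junction reads relative to the intron and 5 did not pass edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 277 introns, with 11 up when adjusted over the list alone. The rises included SNC1, which encodes a vesicle SNARE (log2 change 1.38, SE 0.176, adjusted p = 1.4e-12 from edgeR), and SAR1, which encodes the GTPase of COPII coats (1.22, SE 0.148, adjusted p = 1.2e-13 from edgeR). Of 8 introns in genes of mitochondrial function, 5 rose and 3 did not pass, with PTC7, which encodes a mitochondrial phosphatase, at 1.37 (SE 0.241, adjusted p = 2.2e-07 from edgeR). Of 11 introns in RNA processing genes, 3 rose, 4 fell and 4 did not pass. The intron of DBP2 fell by 3.32, while the DBP2 transcript itself also fell, and both introns of SUS1, which encodes a subunit of SAGA and of the mRNA export machinery, rose by 1.07 and 0.96. Of 10 introns of cytoskeleton genes 3 rose and 1 fell, and of 9 in genes of ubiquitin-like conjugation 2 rose and 1 fell, with the same counts when adjusted over each list alone. Of 9 introns in meiotic genes, 4 rose and 5 did not pass, and adjusted over the list alone 3 rose. PCH2, which encodes a checkpoint ATPase of meiosis, had the largest of these at 3.19 (SE 0.650, adjusted p = 6.5e-06 from edgeR), and MND1 passed over all introns (adjusted p = 0.0453 from edgeR) but not over the list (0.0596). RPG introns divided. Of 101, 47 rose, 20 fell and 34 did not pass, or 48 and 20 adjusted over the list alone. RPS26A had the largest rise of the list at 2.28 (SE 0.222, adjusted p = 1.1e-19 from edgeR), and the intron of RPL34B fell by 1.58 and that of RPL34A by 1.05. These groups were tested without the limit on transcript change, since it removes most RPGs. Over all 277 introns tested this way, 125 rose and 38 fell.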

A splicing index relating change in the ratio of junction/intron reads over time (SJ index = log2[junctions-t60/intron-t60]–log2[junctions-t0/intron-t0]) increases for most introns in transcripts whose total transcript levels change less than two-fold during the experiment (Fig 1A, blue circles, S1 Table, NB: RPGs are repressed >2 fold and are excluded). In addition to the standard introns, we observe more than 600 splicing events that result from use of alternative 3’ or 5’ splice sites overlapping the standard introns (see also the study by Douglass et al. [38]). Some of these splicing events have been previously characterized [33, 36, 37], and produce out of frame mRNAs that are more easily detected in the *upf1Δ* strain due to the loss of NMD (S2 Table). 

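Among the 145 standard introns tested, all in transcripts that changed under 2-fold, those of both U3 snoRNA genes had the largest rises. SNR17B, at XVI 281374 to 281503 of sacCer3, rose by 2.62 on the log2 scale (SE 0.168, adjusted p = 0.000244) and SNR17A, at XV 780121 to 780277, by 2.52 (SE 0.220, adjusted p = 0.000694), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against exon 2 in place of the intron, their changes were −0.05 and −0.13. PRE3, which encodes a catalytic subunit of the proteasome, followed at 1.74 (X 435228 to 435343, SE 0.155). Next came YBR255C-A at 1.68, YBR062C at 1.67, PMI40, which encodes mannose-6-phosphate isomerase, at 1.62, YPL109C at 1.58, SFT1, which encodes a Golgi SNARE, at 1.58, YPR153W at 1.56 and NBL1, which encodes a subunit of the chromosomal passenger complex, at 1.53. UBC12, which encodes the conjugating enzyme for the ubiquitin-like Rub1, had the largest fall among the 145 (XII 744154 to 744287, −1.79, SE 0.314), then YNL050C at −1.55, SIM1 at −1.14 and TAF14 at −1.10. PHO85, a cyclin-dependent kinase, fell by 1.05, KIN28, the kinase of TFIIH, fell by 1.02, VMA10 fell by 0.92, SMD2, a core snRNP protein, fell by 0.82 and PFY1, profilin, fell by 0.67. Of the 145, 94 (64.8%, 56.5 to 72.6) had a positive SJ index in both replicates and 25 a negative index in both. The replicates' indexes had a Pearson r of 0.759 across introns, which are not independent replicates. edgeR called 56 introns up and 9 down. It called none without rapamycin replicate A (51 up and 6 down at an unadjusted p under 0.05) and none without rapamycin replicate B (46 and 8), with no other tool run on these subsets. Without untreated replicate A it called 44 up and 11 down, and without untreated replicate B 62 and 7. With exon 2 coverage as the reference it called 4 up and 4 down, and 37.9% were positive in both replicates. Exon 2 coverage holds spliced and unspliced RNA, so in well spliced introns this ratio has little room to rise.

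**Figure D1:**
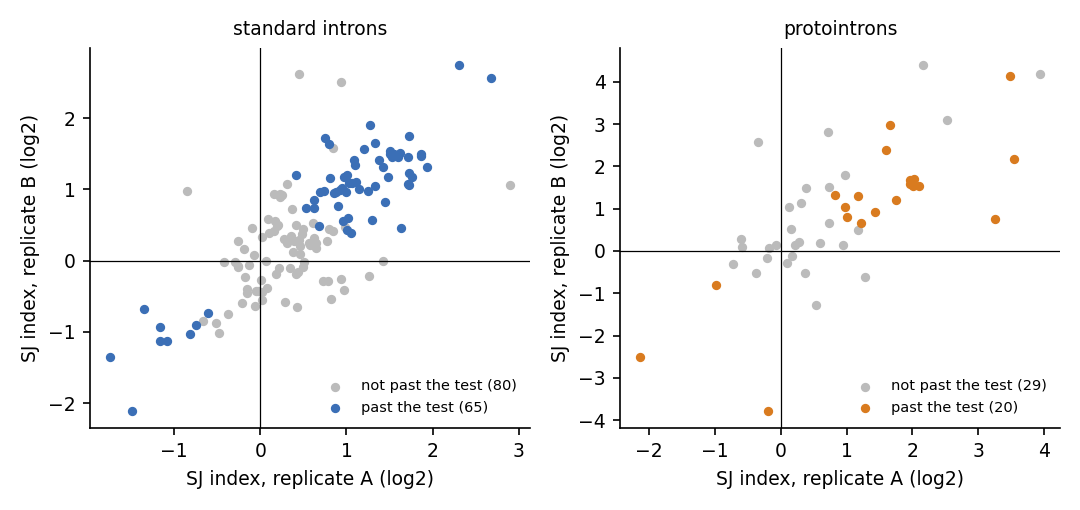
SJ index (log2) of replicate A on the horizontal axis against replicate B on the vertical axis, for 145 standard introns and 49 protointrons. Coloured points passed the test (65 standard introns in blue, 20 protointrons in orange), grey points did not, and most coloured points lie above 0 in both replicates.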

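RPL34A, which encodes a ribosomal protein, had the event with the most junction reads, 2465 in the 4 libraries, at V 269784 to 270148, and its SJ index was −1.24 in replicate A and −1.39 in replicate B. RPS22B followed with 2065 reads and NBL1 with 1801, the latter with indexes of 1.08 and 0.87. TFC3, which encodes a subunit of the RNA polymerase III factor TFIIIC, had an event with 1530 reads and APE2, an aminopeptidase gene, an event with 1437. In UBC12 an event at XII 744154 to 744239 that ends in GAG had 1000 reads, against 855 at the standard junction. Single genes could hold many forms. DYN2, which encodes dynein light chain, had 11 overlapping events with 485 reads, and BMH2, which encodes a 14-3-3 protein, had 9 with 1465. SPT14, which acts in the first step of GPI anchor synthesis, had 7 events with 1045 reads, more than the 878 reads of its standard junction. The 595 overlapping events lie in 221 genes. Of them, 345 share the upstream splice site of a standard intron, 200 share the downstream site and 39 overlap the intron without sharing a site. Of all 595, 182 had junction reads in each of the 4 libraries, and the median event had 15 reads in all, so the change of a single event was not tested. The genes above were named after their values were seen.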

Because our interest here is in introns appearing at novel locations, we have not studied the splicing events that overlap the standard introns any further. At this sequencing depth, a set of splicing events that do not overlap any standard intron is evident (S1 and S3 Tables). These are supported by reads that span sequences with known characteristics of introns but occur at much lower frequencies than those for standard introns. 

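Protointron junctions were rare in every library and took a larger share after rapamycin. They made up 0.0788% (0.0759 to 0.0818) of the junction reads of untreated replicate A and 0.0794% (0.0760 to 0.0828) of those of replicate B. After rapamycin they made up 0.454% (0.442 to 0.467) and 0.456% (0.442 to 0.470), a 5.76-fold increase in replicate A and 5.74-fold in replicate B. With RPG junctions left out of the total, the increase was 2.10-fold and 1.97-fold. The median protointron event had 26 junction reads in the 4 libraries and the deepest, in MTR2, had 1690, while the median standard intron had 9557. Of the 231 protointron events, 81 had reads in each of the 4 libraries, against 275 of the 283 standard introns.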

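Protointrons in genes of varied function moved toward the spliced form. YJL193W, which encodes a putative transporter, rose by 2.92 on the log2 scale (X 71427 to 71515, SE 0.720, adjusted p = 0.000861 from edgeR). BLM10, which encodes a proteasome activator, rose by 1.91 (VI 123405 to 123550, SE 0.350), ADE2, an enzyme of adenine synthesis, by 1.95 (XV 565946 to 566193, SE 0.373), EST1, a telomerase subunit, by 1.92 (XII 609403 to 609496, SE 0.498) and YDR336W by 1.79 (IV 1145112 to 1145176, SE 0.262). Reads of the ADE2 protointron went from 8 and 9 in the untreated replicates to 69 and 65. RPT2, which encodes an ATPase of the proteasome, rose by 2.08 (IV 438210 to 438307), from 4 and 10 reads to 55 and 19, and ISA2, which acts in iron-sulfur cluster assembly, by 1.94 (XVI 682218 to 682311). An intron opposite IPT1, at IV 591106 to 591656, had no reads untreated and 49 and 82 after rapamycin (adjusted p = 6.1e-08 from edgeR), and from 0 counts the fitted fold is no bound. Introns outside coding regions rose by 2.28 at XIV 373594 to 373675 and by 2.17 at V 540372 to 540441, the latter at −0.24 against exon 2 coverage. 3 introns fell, by 2.34 at X 632987 to 633060, by 1.68 at XI 94060 to 94149 and, in the 5′ UTR of YEL023C at V 110553 to 110820, by 0.91. The second had an SJ index of −0.19 in replicate A and −3.77 in replicate B, and its change was 0.04 against exon 2 coverage. Of the 49 protointrons tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, these 3 and 17 with a rise passed. The 49 include 20 without an assigned transcript change, among them the 3 that fell. The SJ index was positive in both replicates for 33 (67.3%, 52.5 to 80.1) and negative in both for 6, with an r of 0.703 between the replicates across introns, which are not independent replicates. DESeq2 called 6 up and 1 down, and limma 22 and 3. edgeR called 7 up and 1 down without untreated replicate A. It called none without untreated replicate B (17 up and 0 down at an unadjusted p under 0.05), without rapamycin replicate A (14 and 3) or without rapamycin replicate B (12 and 3), subsets on which no other tool was run.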

As is the case for standard introns, splicing of the majority of these nonstandard introns increases upon rapamycin treatment (Fig 1A, orange circles, positive values indicate increased splicing), suggesting they are also in competition with RPG pre-mRNAs for the spliceosome.

**Fig 1:**
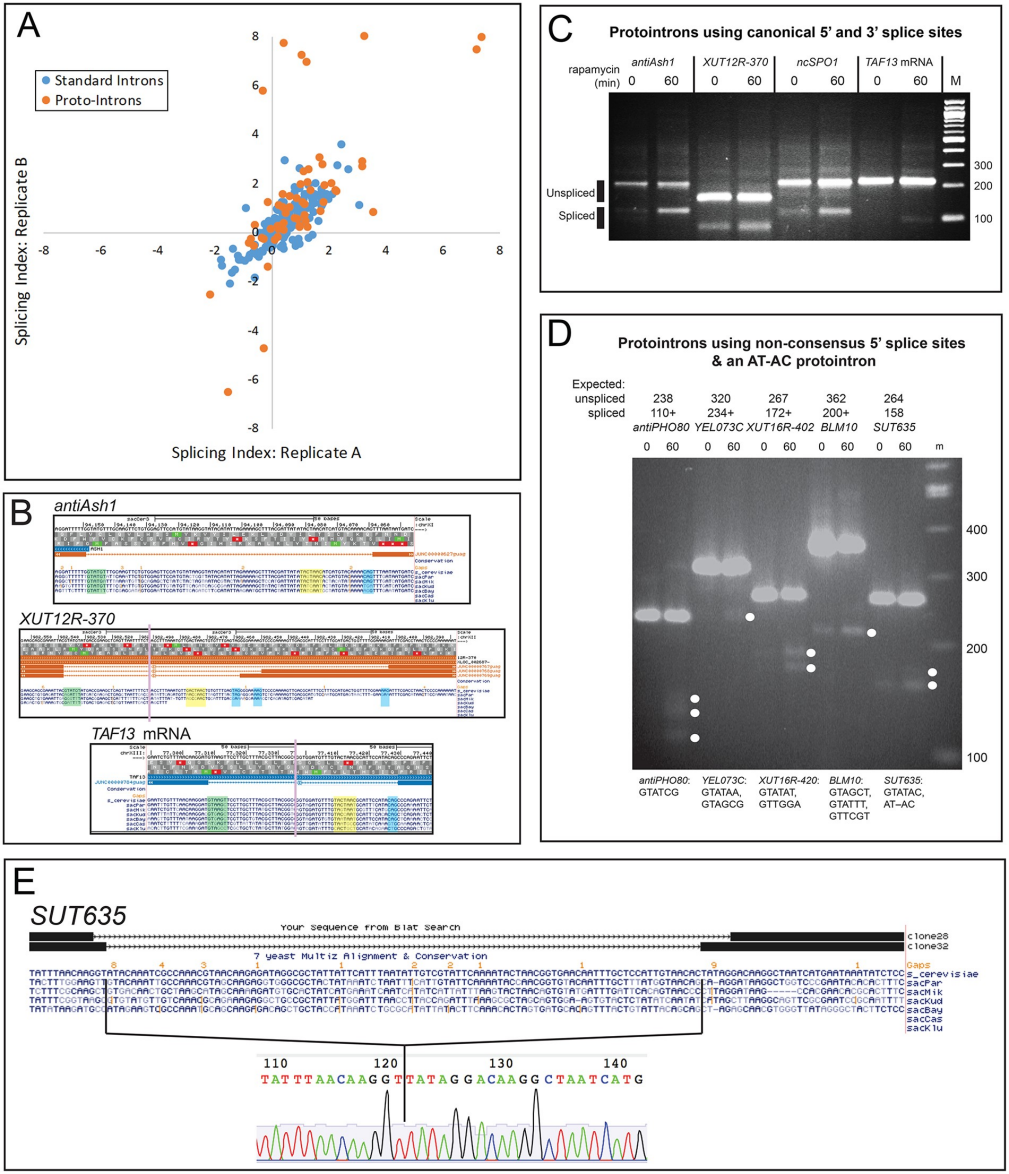
Identification and validation of splicing at unannotated genomic locations. RNA sequencing reads corresponding to spliced RNAs defined as described in the text were used to identify and measure splicing. Reads (~300M) were obtained from untreated cells and cells treated for 60 minutes with rapamycin from two biological replicate experiments. **(A)** Splicing efficiency of many introns improves after rapamycin treatment as judged by the log2 fold change in the ratio of splice junction reads to intron reads (splicing index; see Methods) for replicate experiments. Standard introns with ≥35 total junction reads are shown as blue dots. Unannotated and non-overlapping splicing events (protointrons) with ≥50 total junction reads are shown as orange dots. Data points in quadrant I indicate introns in which splicing improved after treatment with rapamycin in both replicate experiments. **(B)** Genomic alignment and lack of conservation for three example protointrons. Protointrons in a divergent upstream transcript *antiASH1*, a XUT *XUT12R-370*, and an mRNA for *TAF13* are shown. The 5’ ss is green, the branchpoint sequence is yellow, and the 3’ ss is blue. The vertical bars indicate where additional intron sequences are not shown. **(C)** RT-PCR validation of protointron splicing and increased splicing after rapamycin is shown for the protointrons in (B), and for a non-coding vegetative cell transcript of a meiotic gene *ncSPO1*. PCR products corresponding in size to spliced (predicted based on RNAseq read structure) and unspliced. RNAs are labeled. Splice junctions were confirmed by sequencing cloned PCR products. **(D)** Validation of protointron splicing through 5’ ss not observed in standard introns. Junctions were validated by sequencing cloned PCR products. **(E)** A protointron in *SUT635* uses both GT-AG and AT-AC splice sites. The sequences of two cloned PCR products from *SUT635* are aligned to the genome (above) and the sequencing trace from the clone representing the use of AT-AC junctions is shown (below).

### Identification and validation of protointrons

To extract and validate nonstandard splicing locations from the RNAseq data, we inspected reads that span and are missing genomic sequences bounded by GT or GC on the 5’ side and AG on the 3’ side, aggressively filtering out those that were unlikely to have been generated by the spliceosome (S4 Table, see also Methods). For example, we ignored reads that are abundant in only one library due to spurious PCR-derived “jackpot” amplification, or that are incorrectly mapped as spliced over naturally repeated sequences. 

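The authors' deposited lists keep each class of rejected junction apart. The class without a branchpoint match held 88 events and 33443 junction reads over the 4 libraries, with a median of 9 reads and a maximum of 7717. The class with a GAG 3′ ss held 140 events and 50930 reads, with a median of 15. Repeated sequences held 78 events with 22341 reads, of which 51 lie in telomeric repeats, 24 in tandem repeats such as those of UBI4, the polyubiquitin gene, and 3 in Ty delta elements. The jackpot class held 77 events with 4640 reads. The protointron list that remained had 13932 reads, fewer than the branchpoint, GAG or repeat class alone. At the junctions of 70.8% of the tandem repeat events, 59.3% of the GAG events and 22.7% of the events without a branchpoint, at least 6 bases matched between the donor and acceptor sides. Of the protointrons, 3 of 231 had such a match, in MCA1, in RPS1B and opposite DAN4, against 0 of 283 standard introns (2-sided Fisher's exact test, p = 0.0901). Those 3 were named after their values were seen.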

We also filtered out reads that appeared fewer than three times, spanned sequences with no discernable match to a relaxed and appropriately positioned branchpoint consensus sequence (RYURAY, >45 from a 5’ss, >7 from a 3’ss), or that use a GAG 3’ ss (although some of these may be true). Finally, in order to focus on new intron locations, we separated out reads that overlap known standard introns (these are found in S2 Table). Finally, we merged overlapping alternative splice sites observed at each new intron location into one. From this sequencing experiment, we identify 226 splicing events at 163 intron locations in the *Saccharomyces cerevisiae* genome that do not overlap with standard introns. We call these protointrons (Table 1, S3 Table, NB: we have reclassified some previously annotated introns as protointrons based on their less efficient splicing and lack of conservation in close relatives, see below).

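The deposited list holds 231 protointron events at 172 locations, and 219 of the events are in S3 Table. MTR2, which encodes an mRNA export factor, is the location with the most reads, 2841 in 6 events at XI 93303 to 93515. Opposite YPL216W, 3 events at XVI 146477 to 146662 held 701 reads, and their efficiency was 22.2% ± 1.84 (SD, n = 2) untreated and 35.0% ± 2.52 (SD, n = 2) after rapamycin. ZTA1, which encodes a quinone oxidoreductase, had 3 events at II 331306 to 331440 with 391 reads and an efficiency of 1.62% ± 1.01 (SD, n = 2), then 5.32% ± 0.208 (SD, n = 2). NTH1, the neutral trehalase gene, went from 1.37% to 3.98% at IV 451405 to 451490. PUS7, which encodes a pseudouridine synthase, went from 6.53% to 4.38% over 4 events, and PDX3, a gene of vitamin B6 metabolism, from 1.64% to 1.94%. PDC1, the main pyruvate decarboxylase gene, was spliced at 0.0347% and 0.0522%, and its 196 reads rest on very deep coverage. In all, 46 locations had more than 1 event, and 10 events were annotated as introns before.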

**Table 1:** Easily detectable protointrons in *Saccharomyces cerevisiae upf1Δ* mutant cells.

Gene	Overlapping	5’SS	Consv.	BP	Consv.	3’SS	Consv.	%	%
	Junctions		5’SS	(predicted)	BP		3’SS	Spliced	Spliced
								0 min.	60 min.
*MTR2*	5	GTACGT	0.04	AACTAATA	0.02	CAG	0.42	57	62
		GTATGT	0.00	AACTAACC	0.00	CAG	0.03		
						TAG	0.00		
Opposing	2	GTATGA	0.79	TACTAACA	0.77	AAG	0.16	22	35
*YPL216W*		GTTTGT	0.00			AAG	0.14		
*MCR1*	5	GTACGT	0.74	TACTAAC	0.00	AAG	0.38	36	46
		GTACTC	0.01	AACTAACA	0.25	TAG	0.03		
				TACTAACG	0.01	CAG	0.04		
*YEL023C*	1	GTATGG	0.00	CACTAACA	0.27	TAG	0.41	23	17
						TAG	0.18		
*ZTA1*	2	GTATGA	0.95	TACTAATC	0.57	CAG	0.98	1.6	5.3
						AAG	0.99		
*PDX3*	0	GTATCA	1.00	TACTGACG	0.50	AAG	1.00	1.6	1.9
*TVP15*	1	GTATGC	0.98	TACTAAGT	0.16	CAG	0.62	2.2	4.7
						TAG	0.62		
*PUS7*	3	GTAAGG	0.99	TACTAACA	0.89	AAG	0.97	6.5	4.4
						TAG	0.62		
						AAG	0.62		
						AAG	0.96		
*YDR336W*	1	GTACGT	0.06	CACTAAAA	0.12	TAG	0.02	18	44
						AAG	0.08		
*NTH1*	1	GTATGG	0.99	TGCTAACA	1.00	CAG	1.00	1.4	4.0
						TAG	1.00		
*SPO1*	0	GTATGT	0.52	TATTAACC	0.96	CAG	0.66	6.8	14
*MCA1*	0	GTACAG	0.02	GACTAATG	0.97	AAG	0.68	2.7	2.5
Opposing	1	GTAAGT	0.37	TACTAACT	0.25	AAG	0.44	0.11	18
*IPT1*						CAG	0.29		
*PDC1*	1	GTATGT	1.00	CACTGACA	1.00	CAG	1.00	0.03	0.05
						CAG	1.00		
Downstream	1	GTGTGT	0.01	GACTAACA	0.04	CAG	0.00	36	31
of *PDR12*						AAG	0.02		
*SYN8*	2	GTATGG	0.99	AACTAATA	0.23	TAG	0.96	2.1	3.4
						CAG	0.95		
						CAG	0.96		

To characterize protointrons as a distinct class of splicing events, we inspected the alignments of many individual protointrons (for example Fig 1B) and validated more than a dozen of them by RT-PCR, cloning, and Sanger sequencing (Fig 1B and 1C, S5 Table). These events map to a diversity of transcribed locations, including mRNAs, a variety of non-coding RNAs (CUTs, SUTs, XUTs, etc.), and within telomeric Y’ repeats. 39% of protointrons can be found entirely within a coding region (e. g. *TAF13* Fig 1B and 1C, S1B and S1E Fig), whereas others reside in noncoding regions or within RNA antisense to a standard gene (29%, e. g. *antiASH1*, Fig 1B and 1C, S1B and S1C Fig). 

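The TAF13 protointron lies within the coding region of a subunit of the general factor TFIID, at XIII 77309 to 77429, is 121 nt long and has GTAAGT as its 5′ ss. Its junction had 5 and 0 reads in the untreated replicates and 15 and 9 after rapamycin, for an efficiency of 0.269% ± 0.380 (SD, n = 2) and 0.702% ± 0.120 (SD, n = 2). The intron antisense to the ASH1 region, at XI 94060 to 94149, had 24 and 17 reads untreated and 41 and 10 after rapamycin. Its efficiency was 88.6% untreated and 59.2% after rapamycin, and its SJ index was −0.19 in replicate A and −3.77 in replicate B, while against exon 2 coverage its change was 0.04. Of the 172 locations, 66 (38.4%, 31.1 to 46.1) lie within a coding region, 24 (14.0%) lie opposite a coding region and 49 (28.5%) lie outside coding regions. These classes were assigned from the reference annotation and differ from the paper's. Introns within a UTR, which the paper counts apart, are here among those outside coding regions. Opposite or outside coding regions lie 73 locations (42.4%). PDX3, ZTA1 and TVP15 have the events with the most reads within coding regions.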

Often alternative splice sites are observed, for example in the noncoding RNA *XUT12R-370* antisense to *TUS1* (Fig 1B, note only the product derived from use of the downstream 3’ ss is visible on the gel in Fig 1C, S1D Fig). 

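The introns of XUT12R-370 lie upstream of the coding region of TUS1, which encodes an exchange factor for Rho1 and begins at XII 982894. They share a location at XII 982404 to 982538 with 86 junction reads. The location had 21 and 15 reads in the untreated replicates and 28 and 22 after rapamycin. Its efficiency was 8.45% and then 8.64%, and its SJ index was −0.05 in replicate A and 0.09 in replicate B, so no change was detectable at this depth.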

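SPO1, which encodes a meiosis-specific protein similar to phospholipase B, had 243 junction reads at XIV 611502 to 611598, near the 3′ end of a coding region that spans 609686 to 611665. The 97-nt intron has GTATGT, a TATTAACC branchpoint and CAG. Reads went from 29 and 18 in the untreated replicates to 106 and 90 after rapamycin, and efficiency went from 6.76% ± 0.790 (SD, n = 2) to 13.6% ± 1.59 (SD, n = 2). The standard intron upstream in the same gene, at 609791 to 609874, had 10 reads in all.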

An internally initiating RNA from the meiotic *SPO1* gene expressed only during vegetative growth has a protointron (Fig 1C, S1F Fig). Protointrons can also be found crossing boundaries from the coding region to either UTR in mRNAs (17% in 5’UTR^coding; 1% in coding^3’UTR), and still others can be found completely within a UTR (9% in 5’UTR; 4% in 3’UTR). 

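Introns across a start codon remove the annotated beginning of the protein. The one in BLM10 went from 1.67% to 6.55% spliced. SYN8, which encodes an endosomal SNARE, went from 2.06% to 3.37% over 3 events, and RFU1, which encodes an inhibitor of the ubiquitin protease Doa4, went from 2.04% to 0.296%. YEL073C had no reads untreated and was spliced at 1.70% after rapamycin. Of the 172 locations, 30 (17.4%, 12.1 to 24.0) cross a start codon and 3 (1.74%) cross a stop codon, in IDP3, YDR387C and RPS16B. These 3, RFU1 and YEL073C were named after their values were seen.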

In many cases, excision, cloning and sequencing the faint band near the size predicted by the RNAseq reads identifies additional alternatively spliced forms not observed by RNAseq. For the four events shown in Fig 1C, we successfully confirmed splice junctions indicated by RNAseq (S3 Table).

Several of the protointrons predicted by the RNAseq data appear to use unusual 5’ splice sites (5’ ss) not anticipated by examination of standard introns. 

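Some 5′ ss without G5 lie at junctions with many reads, and others rest on few. PDX3 uses GTATCA with 358 reads, MCA1, the metacaspase gene, uses GTACAG with 217 at a junction with 6 matching bases, and BLM10 uses GTATTT with 133. CDC19, which encodes pyruvate kinase, uses GTTGAC with 90 reads, DCR2, a phosphatase gene, GTACCT with 57 and CIK1, which encodes a partner of the kinesin Kar3, GTATAT with 26. The CDC19 event is not in S3 Table and was spliced at 0.0356% untreated. The authors mark the MCA1 product as not detected with their primers. The noncoding RNA SUT635 uses GTATAC at X 432365 to 432470, and its reads went from 3 and 0 untreated to 22 and 16 after rapamycin, or from 0.589% to 6.10% spliced. Of 231 protointron events, 197 (85.3%, 80.0 to 89.6) have G5, against 281 of 283 standard introns (99.3%, Fisher's exact test, 2-sided p = 8.4e-11, adjusted p = 1.7e-10 by Benjamini-Hochberg in a family of 10 signals). The standard introns without it are a form of GCR1, with GTAATG, and HOP2, with GTTAAG. They, CDC19, DCR2 and CIK1 were named after their values were seen. The most common 5′ ss, GTATGT, made up 32.5% of protointron and 76.3% of standard sites (adjusted p = 3.2e-23 by Fisher's exact test).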

Standard intron 5’ ss show strong conservation of the G residue at position 5 (G5, underlined here: GUAYGU), which contributes to intron recognition through interactions first with U1 snRNA and later with U6 snRNA [50, 51]. The 5’ ss consensus in mammals has a less strongly conserved G5, and a subset of mammalian introns use G at position 6 instead [52]. Validation tests of several protointrons whose 5’ ss lack G5 show that they are authentic products of splicing (Fig 1D, S1G Fig). During this effort we also detected splicing at an AT-AC junction in the noncoding RNA *SUT635* (Fig 1E). Although yeast does not have a minor (U12) spliceosome, some major (U2) spliceosomal introns use AT-AC junctions [53], and mutation of a standard yeast intron shows that AT-AC is the most efficient splice junction dinucleotide combination after GT-AG [54]. Alternative AT-AC junction use has been reported for the standard intron (a normal GT-AG intron) in *RPL30* [32], however no standard yeast intron uses AT-AC junctions normally. The appearance of an AT-AC protointron in *SUT635* suggests that AT-AC introns may represent an alternative path to evolution of standard introns.

### Distinct features of protointrons: Sequence, conservation, size, and splicing efficiency

To begin contrasting the features of protointrons and standard introns, we evaluated evolutionary conservation, the most obvious difference. To analyze conservation around splicing signals of both intron classes, we extracted a sequence window surrounding the 5’ss, predicted branchpoint, and 3’ss from each standard intron and protointron and compared them. Position-specific weight matrix-based logos of the splicing signals (Fig 2A) reveal that protointrons use a more divergent collection of splicing signals than do standard introns. As noted above, G5 of the 5’ss is a prominent feature of the standard yeast intron 5’ss but is less well represented among protointron 5’ss. Similarly, the predicted branchpoint sequences of protointrons lack strong representation of bases to either side of the core CUAA of the UACUAAC consensus for standard introns. Branchpoints of standard introns are enriched for Us upstream of the consensus and for A just downstream, and neither of these context elements are prominent in the predicted branchpoints of protointrons. 

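MTR2, PDC1 and NTH1 show the range of the predicted branchpoints. MTR2 introns use AACTAACC or AACTAATA, PDC1 uses CACTGACA and NTH1 uses TGCTAACA, while TAF13 and USV1 have TACTAACG and TACTAACA. The full TACTAAC occurred in 28.1% of the 231 protointron events and 80.9% of the 283 standard introns (Fisher's exact test, 2-sided, adjusted p = 1.7e-33 by Benjamini-Hochberg over the 10 signals). The core CTAA occurred in 78.4% and 96.5% (adjusted p = 2.8e-10 by the same exact test). A T as the first base of the branchpoint sequence, as in TACTAAC, occurred in 60.6% and 86.9% (adjusted p = 1.6e-11, same exact test). TACTAACA, the most common 8-base form in both groups, made up 14.7% of protointron and 49.5% of standard branchpoints. Bases before the branchpoint were T in 30.4% and 38.7%.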

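AAG was the most divergent 3′ ss between the groups. It ended 33.3% of protointron events, among them those of PDX3, MCA1, NEO1 and RPL30, and 4.59% of standard introns (Fisher's exact test, 2-sided, adjusted p = 8.9e-18 by Benjamini-Hochberg over the 10 signals). TAG ended 35.5% of protointrons and 51.6% of standard introns (adjusted p = 0.000496 by the same exact test), and CAG ended 31.2% and 43.8% (adjusted p = 0.0044). Information at the 3′ ss was 4.42 bits for protointrons and 4.78 bits for standard introns. Bases before the 3′ ss were T in 33.0% and 47.6%.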

The 3’ss are more similar, but as with the branchpoint, the U-rich context detectable upstream of the standard intron 3’ss is not observed in protointrons. The more diverse collection of splicing signals used by protointrons is similar to that of the overlapping alternative splice sites of standard introns [33], and a mixed set of overlapping and distinct potential introns detected using a branchpoint sequencing approach [32]. Furthermore, we note that protointrons use a less constrained set of 5’ splice sites than standard introns as compared to the branchpoint and 3’ss sequences. This may reflect important interactions between the pre-mRNA cap binding complex and the U1 snRNP during earliest steps of spliceosome assembly [55–58] and suggests these robust interactions allow greater drift of the 5’ss than other splicing signals. This is also consistent with our observation that 26% of protointrons overlap 5’ UTRs as compared with 5% for 3’ UTRs and agrees with a prediction of the intronization model developed for metazoans [8, 59]. We conclude that protointrons use a wider variety of branchpoints and splice sites than do standard introns in *S*. *cerevisiae* and hypothesize that protointrons may evolve toward standard intron status by acquiring mutations that enhance the context and match to the consensus of the core splicing signals, in part to increase their ability to compete with RPG pre-mRNAs [28].

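Counted as distinct sequences, the 231 protointron events used 47 forms of the 6-base 5′ ss and 78 forms of the branchpoint, against 14 and 28 among the 283 standard introns. PUS7 with GTAAGG, the location opposite YPL216W with GTTTGT and the second NTH1 location with GTCGGT are among the forms used. Information in the 5′ ss came to 7.40 bits for protointrons and 10.35 bits for standard introns, and in the branchpoint to 9.62 and 13.16 bits. GTACGT was used at 5.63% and 8.13%, a difference that Fisher's exact test did not separate (2-sided p = 0.301), and GC began 1.73% and 0.707% (2-sided p = 0.416). From the divergence of these signals, the paper concludes that protointrons use a wider variety of splicing signals, and it proposes that they may evolve toward standard introns by acquiring stronger ones.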

**Fig 2:**
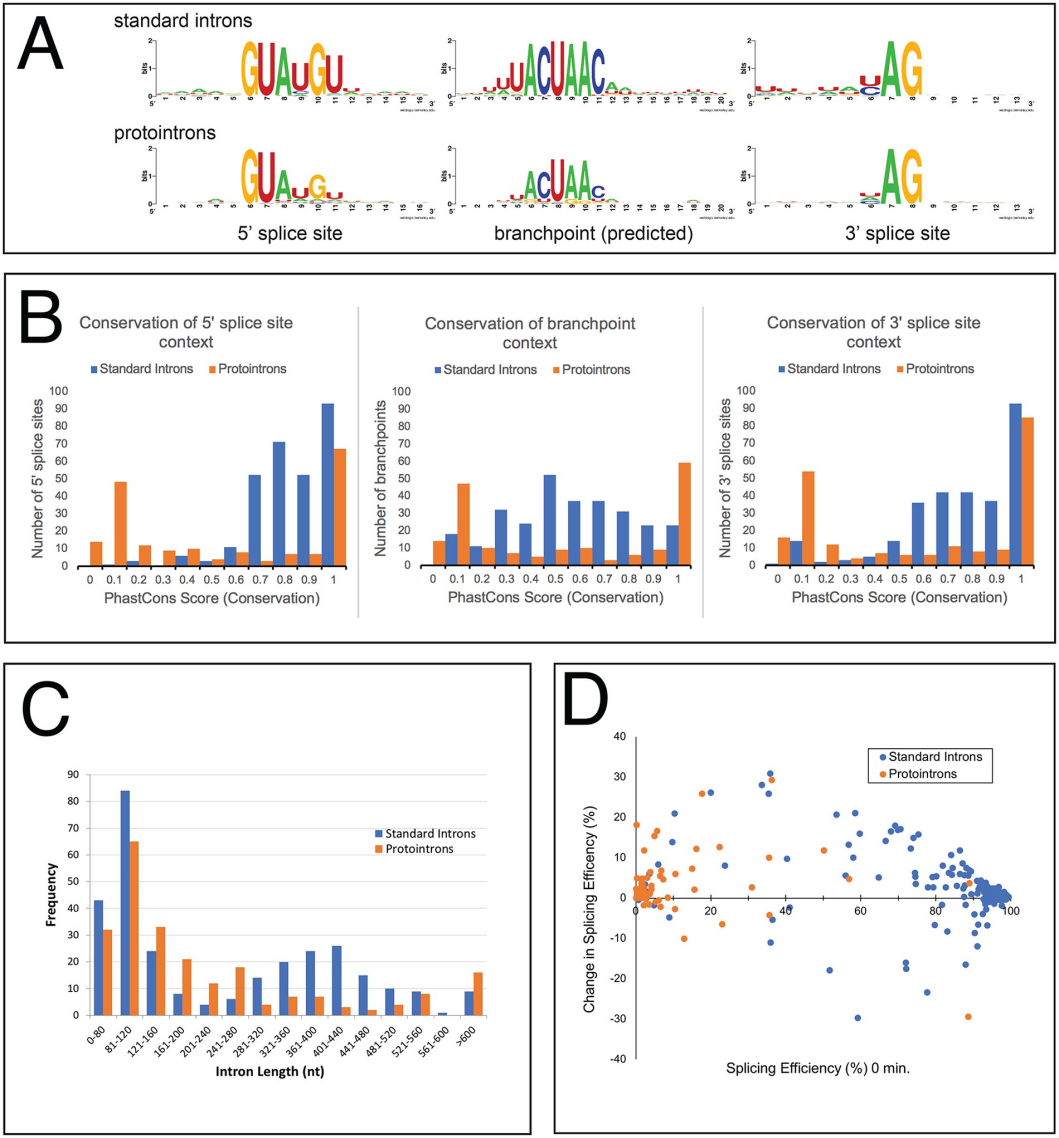
Differences between standard introns and protointrons. **(A)** Splice site and branchpoint sequences of protointrons are less constrained in sequence than the standard introns. Weblogos representing position-specific weight matrices of the 5’ ss, branch points, and 3’ ss of the standard introns (top) and the protointrons (bottom) are shown. **(B)** The pattern of sequence conservation in the context of protointron splicing signals (orange bars in each panel) is bimodal as compared to the standard introns (blue bars in each panel). Histograms of the standard introns (blue bars) and the protointrons (orange bars) showing the distributions of PhastCons scores in windows containing the 5’ ss, branchpoints, and 3’ ss of the standard introns and protointrons. See text. **(C)** The size distribution of protointrons is distinct from that of the standard introns. Histograms show the distribution of intron sizes for the standard introns (blue bars) and the protointrons (orange bars). A Kolmogorov-Smirnoff test indicates the two distributions are different (*D* = 0.22, p value ≤ 10^−4^). **(D)** Protointrons are much less efficiently spliced than standard introns. The scatter plot shows the relationship between splicing efficiency in untreated (time 0) cells and the change in splicing efficiency after one hour in rapamycin. Standard introns are shown in blue, protointrons in orange.

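PhastCons scores, which give the chance that a base is in a conserved element of the aligned yeasts, separate protointrons by place. Outside coding regions, where the introns of MTR2, USV1 and SUT635 lie, 58 of 64 events (90.6%) had a mean score under 0.2 at the 5′ ss, the branchpoint or the 3′ ss, and 34 of them at all 3. Across start codons, as in ADE2 and ISA2, 27 of 42 events did, and opposite coding regions, as with IPT1, 22 of 35. Events not entirely within coding regions came to 110 of 145 (75.9%). Events within coding regions, such as those of TAF13, PDX3 and RPL30, had such a site in 27 of 86 (31.4%), and their median scores were 0.954 at the 5′ ss, 0.866 at the branchpoint and 0.886 at the 3′ ss. Of the 283 standard introns, 43 (15.2%) had a site under 0.2.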

With the exception of the protointrons found entirely within protein coding sequences, typically at least one (and often all three) of the splicing signals for a given protointron in *S*. *cerevisiae* is imbedded in sequence that is not conserved in closely related *Saccharomyces* species (Fig 1B and 1E, S1C and S1F Fig). To analyze whether this is a distinguishing characteristic of protointrons, we recorded the average phastCons score (range between 0, evolving as not conserved, and 1, evolving as highly conserved, [60]) of the nucleotides within sequence windows containing the 5’ss, the branchpoint, and the 3’ss of the standard introns and protointrons and plotted them (blue bars, standard introns; orange bars, protointrons, Fig 2B). Many standard introns are embedded in conserved protein coding sequences, and thus the splice sites and their immediate exon context are also conserved, such that the average phastCons scores for both the 5’ and 3’ss windows rise above 0.7 (Fig 2B). The branchpoints of standard introns are also conserved but have a broader and lower score distribution, because constraining protein coding exon sequences are not usually found near the branchpoints of standard introns. In contrast, the distributions of phastCons scores for each of the protointron splicing signals is clearly bimodal, meaning that protointron splicing signals are either highly conserved, falling within protein coding sequence, or are poorly conserved, falling in UTRs or intergenic regions (Fig 2B). This distribution illuminates the sequence landscape within which most protointrons arise. 

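Protointron scores under 0.2 or over 0.8 made up 77.9% at the 5′ ss, 74.9% at the branchpoint and 79.2% at the 3′ ss. Those of the standard introns made up 50.5%, 26.9% and 51.2% (Fisher's exact tests, 2-sided, p = 1.1e-10, 3.1e-28 and 3.8e-11). Low scores account for most of that gap. At the 5′ ss 40.3% of protointrons and 1.41% of standard introns were under 0.2, at the branchpoint 40.3% and 9.89%, and at the 3′ ss 38.5% and 5.65%. Scores over 0.8 were less frequent among protointrons at the 5′ ss (37.7% against 49.1%) and more frequent at the branchpoint (34.6% against 17.0%). The median of the standard introns was 0.791 at the 5′ ss, 0.533 at the branchpoint and 0.765 at the 3′ ss, and that of the protointrons 0.419, 0.446 and 0.584.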

Since the strongly transcribed regions of the genome code mostly for protein, and transcription is a prerequisite for splicing, protointrons tend to appear in or span less well conserved noncoding RNA sequences such as UTRs and ncRNAs (S1B Fig). This distinguishes protointrons from standard introns and suggests that most of the protointrons we detect have appeared only recently in the *S*. *cerevisiae* genome, when transcribed non-protein coding regions acquire intron-like features by mutation.

Standard introns show a bimodal length distribution, with peaks at about 100 nt and 400 nt ([61], Fig 2C). In contrast, the distribution of protointrons is on average shorter, with a single main peak at around 100 nt in length, and few larger than 300 nt. These distributions are significantly different (Kolmogorov-Smirnoff test, p ≤ 10^−4^), suggesting that if protointrons evolve into standard introns, they may become longer by acquiring additional sequence features that enhance their recognition by the spliceosome. 

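RPG introns set the upper mode of the standard lengths. Their median was 405 nt and 93 of 101 (92.1%) were over 300 nt, while the other standard introns had a median of 95.5 nt and 23 (12.6%) over 300 nt. Protointrons over 300 nt came to 52 of 231 (22.5%), and the median protointron and the median standard intron were both 143 nt, with means of 253 and 244 nt. The longest protointrons were in ASP3-3, an asparaginase gene, at 1832 nt with 10 reads, in SLP1 at 1553 nt with 19, in ARG5,6 at 1397 nt with 11 and in DOG2, a phosphatase gene, at 1264 nt with 11, all named after their values were seen. A permutation test of the Kolmogorov-Smirnov distance gave 0.191 between the groups (2-sided p = 0.00018 from 100000 permutations). Without RPG introns the distance was 0.308 (p = 1e-05, the smallest the permutations can give).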

Many of the larger standard introns are found in RPGs [61], where secondary structures and other long distance RNA-RNA interactions promote efficient and accurate splicing [62, 63]. The elaboration of such structures during evolution of increased splicing efficiency may explain the increased intron length that characterizes the large intron class in yeast.

Protointrons are less efficiently spliced than standard introns (Fig 2D, Table 1, S1 and S3 Tables). 

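The median untreated efficiency was 96.4% for RPG introns, 95.8% for those of vesicle traffic genes such as SNC1 and SAR1, 91.1% for mitochondrial genes such as PTC7, 93.6% for RNA processing genes and 94.1% for those of ubiquitin-like conjugation. Over all 283 standard introns the median was 92.8% in untreated replicate A and 94.4% in replicate B (mean 93.6%, SD 1.09), and 221 (78.1%, 72.8 to 82.8) were over 80%. Computed from junction reads and exon 2 coverage, the median was 73.3%. 15 introns were under 20% untreated. They include all 4 forms of GCR1, a glycolytic activator gene, at 2.37% for the shortest form, both forms of IWR1 at 5.94% and 9.74%, and NOG2, a ribosome assembly gene, at 11.0%, all named after their values were seen.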

The vast majority of standard introns are spliced at greater than 80% efficiency (median ~ 93%) by comparison of splice junction reads to intron base coverage. 

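Of 13 standard introns in meiotic genes, 9 were under 80% in the untreated replicates, and the median of the group was 40.9%. After rapamycin the median was 62.5%. REC107, which encodes a protein of meiotic recombination, went from 3.63% to 9.76%, AMA1, an activator of the anaphase-promoting complex, from 10.1% to 24.4% with 21 junction reads in all, and MND1, which acts in strand exchange, from 20.0% to 46.1%. DMC1, the meiotic recombinase gene, had 0 and 3 junction reads untreated and 16 and 4 after rapamycin, so its values of 40.4% and 86.5% rest on few reads. The first intron of HOP2 and that of MEI4 had no junction reads untreated, with 7 and 6 reads in all, and count as 0% untreated. Introns of AMA1, DMC1 and MEI4 and the first of HOP2 had too few reads to enter the test of change.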

Exceptions include meiotic introns whose efficient splicing may require repression of RPGs or the expression of a meiosis-specific splicing factor like Mer1 [27–29]. In contrast, most protointrons have splicing efficiencies below 20% at best (median ~ 1%). 

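MTR2 and YDR336W stand well above most protointrons, and PDC1, RPL30 and PEX4 below 1%. The median over the 172 locations was 0.846% in untreated replicate A and 0.292% in replicate B (mean 0.569%, SD 0.392), and 2.20% ± 0.20 (SD, n = 2) after rapamycin. Of the locations 159 (92.4%, 87.4 to 95.9) were under 20% untreated and 91 (52.9%) were under 1%. After rapamycin 151 (87.8%) were under 20% and 57 (33.1%) under 1%. RPL30 was spliced at 0.101% untreated and 0.223% after rapamycin and PEX4 at 0.322% and 0.664%. Above 80% untreated were ASP3-3, with 10 reads, the intron antisense to the ASH1 region and VI 137841 to 137963, with 161 reads. The last lies in a Ty delta element, and 68 of its 104 windows of 20 bases occur elsewhere in the genome. These 3 were named after their values were seen.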

A few protointrons, such as the introns in the *S*. *cerevisiae MTR2*, *USV1*, and *MCR1* genes or the *S*. *bayanus YTA12* gene, are uncharacteristically well spliced, suggesting that they may be transitional intron forms or species-specific standard introns (see below). Splicing improves for most protointrons and standard introns after rapamycin treatment, however some standard introns appear to show reduced splicing, suggesting splicing repression in response to rapamycin at those introns.

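Efficiency was higher after rapamycin in both replicates for 175 of 283 standard introns (61.8%) and lower in both for 61. For protointron locations the counts were 109 of 172 (63.4%) and 26. YDR336W went from 17.6% ± 4.31 (SD, n = 2) to 43.6% ± 6.42, TVP15, which encodes a Golgi membrane protein, from 2.15% to 4.66% and FOB1, a replication fork barrier gene, from 4.06% to 7.16%. The location opposite IPT1 had no reads untreated and was spliced at 18.3% ± 8.59 (SD, n = 2) after rapamycin, and that opposite PHO80 at 9.86%. Among standard introns, PRP5, a helicase gene of the spliceosome, went from 66.6% to 80.8%. Lower after rapamycin were NOG2, at 0.687%, YSF3, which encodes a subunit of the SF3b complex, from 35.9% to 24.9%, UBC12, from 59.1% to 29.4% and APE2, from 51.6% to 33.7%. FOB1, PHO80, NOG2, YSF3 and APE2 were named after their values were seen. The median of the standard introns was 95.4% ± 0.393 (SD, n = 2) after rapamycin, and 235 (83.0%) were over 80%.

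**Figure D2:**
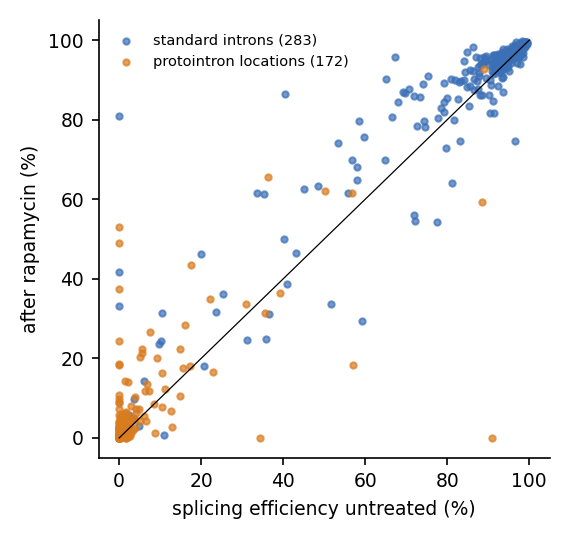
Splicing efficiency (%) in untreated cells on the horizontal axis against that after rapamycin on the vertical axis, as means of 2 replicates, for 283 standard introns (blue) and 172 protointron locations (orange), with the line of equality. Standard introns gather at the upper right and protointron locations near 0, with more points of each group above the line than under it.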

### Coding regions are depleted of sequences required for splicing

Protointrons that emerge within coding regions (39%, S1B Fig) might disrupt gene expression by reducing mRNA levels or creating toxic proteins. Since protointrons emerge readily from nonconserved sequence (Fig 2B), we wondered whether the appearance of protointrons within ORFs most often reduces fitness, and thus whether the frequency of splice site and branchpoint sequences might be lower than would be expected by chance in protein coding regions. In rare cases such introns might allow advantageous mRNA regulation through NMD [5, 64] to emerge (as appears to have been the case with a recently evolved standard intron in *PRP5*, [65]) or make mRNA for beneficial alternative proteins (as may be the case for *PTC7*, [30, 66, 67]; and *MRM2* [37], see below), which have in-frame conserved coding sequences through their introns. Analysis of several diverged genomes by Farlow et al. revealed that the consensus 5’ ss sequence is significantly underrepresented in the coding strand of genes compared to the noncoding strand [68]. To test whether *S*. *cerevisiae* coding sequences might be depleted of splicing signals, we compared their frequency in the ORF set of the extant *S*. *cerevisiae* genome with that in 10,000 synthetic ORF sets derived by randomizing the order of codons for each ORF. This approach maintains ORF length, integrity, GC content, and codon usage in the permuted ORF sets while generating partially randomized nucleotide sequences that can be used as a background sequence set for comparison, and has been used to evaluate co-evolution of RNA processing signals within coding sequence [69].

To assess the representation of 5’ ss and branch point sequences, we chose two 6-mers as proxies–one for the 5’ ss (GTATGT), and one for the branch point (ACTAAC). We counted the number of times each appeared in the extant S. cerevisiae ORF set, and in each of the 10,000 permuted ORF sets, and plotted them. For both 6-mers, their counts in the extant ORF set are less than 3 standard deviations below the mean of their respective counts from the 10,000 permuted ORF sets (vertical lines), indicating that these 6-mers are significantly underrepresented in the natural *S*. *cerevisiae* coding sequences as compared to the randomized coding sequences (Fig 3A).

**Fig 3:**
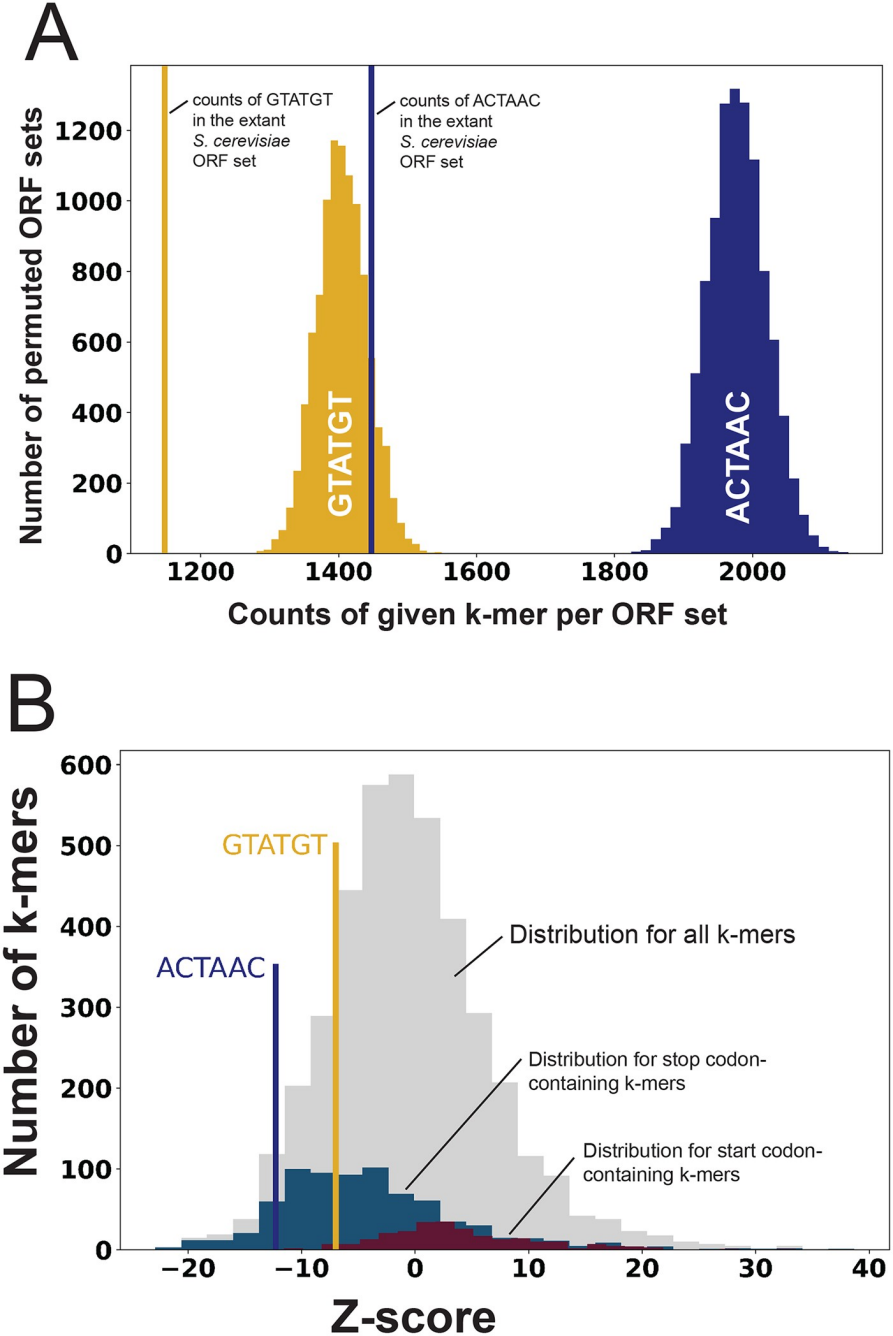
Hexamers representing splicing signals are depleted from annotated *S*. *cerevisiae* ORFs. (**A)** Histogram of counts of two hexamers (6-mers) serving as proxies for the branch point (ACTAAC, blue) and the 5’ ss (GTATGT, yellow) in the extant ORF set of *S*. *cerevisiae* (vertical lines) as compared with the distribution of counts in each of 10,000 codon-permuted ORF sets. (**B)** Histogram of Z-scores computed for each of 4096 6-mers in the extant *S*. *cerevisiae* ORF set relative to their corresponding mean representation in 10,000 codon-permuted *S*. *cerevisiae* ORF sets. The number of 6-mers (y-axis) with the given Z-score (x-axis) is represented as a histogram in grey. Similar distributions are shown for two subclasses: those containing stop codons (blue histogram) and those containing start codons (maroon histogram). The Z-scores for the branchpoint proxy hexamer ACTAAC and the 5’ splice proxy hexamer GTATGT are marked in the plot. The 6-mer “ACTAAC” had a Z-score of -12.25 and ranked 153^rd^ lowest among all 4096 6-mers, and 91^st^ lowest of 759 6-mers carrying stop codons. The 6-mer GTATGT had a Z-score of -6.98 and ranked 671^st^ lowest among all 4096 6-mers, and 7^th^ lowest of 255 6-mers carrying start codons.

To determine whether these proxy 6-mers were unusually depleted as compared to other 6-mers, we calculated a Z-score for each of the 4096 6-mer sequences in turn, comparing the counts of each in the extant *S*. *cerevisiae* ORF set with its mean counts in the 10,000 permuted ORF sets, and plotted the distribution (Fig 3B, grey bars). The intron branchpoint 6-mer “ACTAAC” is found comparatively much less frequently in the extant genome than are other 6-mers (Fig 3B), and much less frequently than the average stop codon-containing 6-mer (blue bars). The 5’ ss 6-mer “GTATGT” is also more depleted than the average 6-mer, especially when compared to the subset of ATG containing 6-mers (maroon bars, Fig 3B). Because there is a large amount of information in coding sequences, we cannot be certain the depletion of the splicing signal 6-mers is due to splicing. Numerous other features are being randomized by the process of codon permutation, for example 6-mer representation may be influenced by di-codon frequencies that affect translation [70]. Even so, these observations are consistent with the idea that splicing signals within ORFs carry a risk of reduced fitness. This suggests that a robust level of spliceosome activity may be sufficient to lead to loss of correct mRNA should genetic drift create splice sites within ORFs, providing a rationale for tight regulation of a splicing activity limited to pre-mRNAs that can compete [28].

### Protointrons are idiosyncratic to closely related species

*S*. *cerevisiae* protointrons are not conserved in closely related yeasts, suggesting that they have appeared or disappeared in *S*. *cerevisiae* in the time since these lineages diverged. 

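The S. mikatae and S. bayanus strains are competent for NMD, so products with early stop codons can decay. Each species has 1 untreated and 1 rapamycin library, with no replicates, so tests compare libraries and not conditions. The authors sequenced shorter read pairs than for S. cerevisiae, mapped them to SacMik2 and SacBay2 with STAR and listed split reads per event. These deposited counts were used. All split reads came to 61922 untreated and 65831 after rapamycin over 772 events in S. mikatae, and to 60659 and 77027 over 795 events in S. bayanus. Candidate protointrons took 42 and 153 reads in 88 S. mikatae events and 39 and 24 reads in 31 S. bayanus events. The share went from 0.0678% (0.0489 to 0.0917) to 0.232% (0.197 to 0.272) in S. mikatae, a 3.43-fold increase (2.42 to 4.94, Fisher's exact test between the libraries, 2-sided p = 1.1e-14). In S. bayanus it went from 0.0643% (0.0457 to 0.0879) to 0.0312% (0.0200 to 0.0464), a ratio of 0.485 (0.279 to 0.826, p = 0.005 by the same exact test). The intron of YTA12 supplied 18 and 9 of these reads, and without it, a setting chosen after seeing the values, the ratio was 0.563 (0.270 to 1.14, Fisher's exact test, 2-sided p = 0.0941). Introns were paired between species by gene label and by identity of aligned sequence, with 60% as the limit.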

To explore the hypothesis that protointrons arise and disappear differently in the other *Saccharomyces* lineages, we treated cultures of *S*. *mikatae* and *S*. *bayanus* with rapamycin for 0 or 60 minutes, isolated RNA, depleted rRNA, and made cDNA libraries for sequencing. These strains are NMD competent (*UPF1*), so our ability to detect transcripts subject to NMD is limited. 

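The CHA4-like gene of S. bayanus, a relative of the activator of serine and threonine catabolism, has a 76-nt intron at 1262741 to 1262816 of chromosome 2, with GTACGT, TACTGACA and CAG. It had 11 junction reads untreated and 9 after rapamycin. The authors' S. bayanus list holds 352 standard introns with 55617 junction reads untreated and 71963 after rapamycin. Of the 283 standard introns of S. cerevisiae, 261 (92.2%) have a listed S. bayanus intron in a gene of the same label. The aligned intron sequences were at least 60% identical for 189 of those 261 (72.4%), and the median identity was 63.9%.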

Regardless, nearly all annotated introns in *S*. *cerevisiae* are present in the *S*. *mikatae* and *S*. *bayanus* genomes, and *S*. *bayanus* has an additional standard intron in a *CHA4*-like gene that has no ortholog in *S*. *cerevisiae* (S6 and S7 Tables). Some annotated *S*. *cerevisiae* introns are missing in these close relatives and based in part on their locations and splicing efficiencies, we propose reclassifying them as protointrons (see below). In contrast to the high conservation of standard intron locations, we detect distinct sets of protointrons in each species (S6 and S7 Tables). 

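The S. cerevisiae and S. mikatae lists share 4 gene labels, and neither shares a label with the 31 S. bayanus events. In S. mikatae, 66 of 88 events had more reads after rapamycin and 18 had fewer, and 60 were seen only after rapamycin. In S. bayanus 11 of 31 had more and 18 fewer. The intron opposite YCR060W in S. mikatae, at 222930 to 223074 of chromosome 3, had 1 read untreated and 16 after rapamycin, and that of YOL122C in S. bayanus had 1 and 0.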

We validated a subset of these (Fig 4) and find that most all of the *S*. *mikatae* protointrons are not present in either *S*. *cerevisiae* or *S*. *bayanus*, and that the *S*. *bayanus* protointrons are not found in *S*. *cerevisiae* or *S*. *mikatae* (S3, S6, and S7 Tables). 

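NEO1, which encodes a phospholipid flippase, had a 126-nt intron at IX 261690 to 261815 in S. cerevisiae, with GTAAGT, TACTAATA and AAG. Its location had 3 and 0 junction reads in the untreated S. cerevisiae replicates and 39 and 34 after rapamycin, or 0.247% ± 0.350 (SD, n = 2) and 5.22% ± 0.995 (SD, n = 2) spliced. At 235777 to 235902 of S. mikatae chromosome 9, an intron of the same length had 0 reads untreated and 4 after rapamycin and was 88.1% identical. RPL30, a ribosomal protein gene, had a 98-nt intron at VII 439382 to 439479 in its coding region with 99.0% identity to one at 430743 to 430840 of S. mikatae chromosome 7, which had 1 read. PEX4, which encodes a peroxisomal ubiquitin-conjugating enzyme, had one at VII 756948 to 757152 with 83.0% identity to that at 374833 to 375037 of chromosome 6, with 0 and 4 reads. These are the 3 same-gene pairs at 60% identity or more.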

An exception to this is *YIL048W*/*NEO1*, in which the same protointron is observed in both *S*. *cerevisiae* (S3 Table) and *S*. *mikatae* (Fig 4, S6 Table). High sequence conservation in the coding region of *YIL048W/NEO1*, most likely due to functional constraints on the protein coding function of the sequence, has fortuitously preserved the splicing signals in all of the *Saccharomyces* yeasts. The intron is in frame with the coding sequence (S8 Table), thus although the splicing of this protointron is not efficient, it remains possible this intron could generate a functional alternative protein. We conclude that protointrons are idiosyncratic in closely related yeast species. This is evidence for rapid evolutionary appearance and disappearance of sequences that can be functionally recognized by the spliceosome. 

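Without the need for the same gene label, 31 pairs of labels from different species' lists held introns that reached 60% identity, NEO1, RPL30 and PEX4 among them. Shuffled sequences set a level of chance. The shuffles kept the bases of both splice sites but not the branchpoint, so this level may be too low. Of 88 S. mikatae introns 15 had an S. cerevisiae partner at 60% or more, against a mean of 7.63 (5 to 11) in 8 shuffles. At 70% or more 5 had one, against 0. NEO1, RPL30 and PEX4 are among the 15 and the 5. The S. cerevisiae partners with another label at 70% lie at VI 137841 to 137963 and VII 404976 to 405054. Of their windows of 20 bases, 68 of 104 and 55 of 60 occur elsewhere in the genome. Of 31 S. bayanus introns 8 had an S. cerevisiae partner at 60%, against a mean of 4.38 (3 to 6), and 0 at 70%. The paper sets lists with few shared locations beside standard introns that are mostly shared. It also sequenced RT-PCR products of both species and aligned the splicing signals between species. From these it concludes that protointrons are idiosyncratic in close relatives. It takes this as evidence that such sequences appear and disappear rapidly.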

The dynamics of creation of protointrons thus appears consistent with genetic drift, primarily in the rapidly evolving nonconserved sequences of recently diverged genomes.

**Fig 4:**
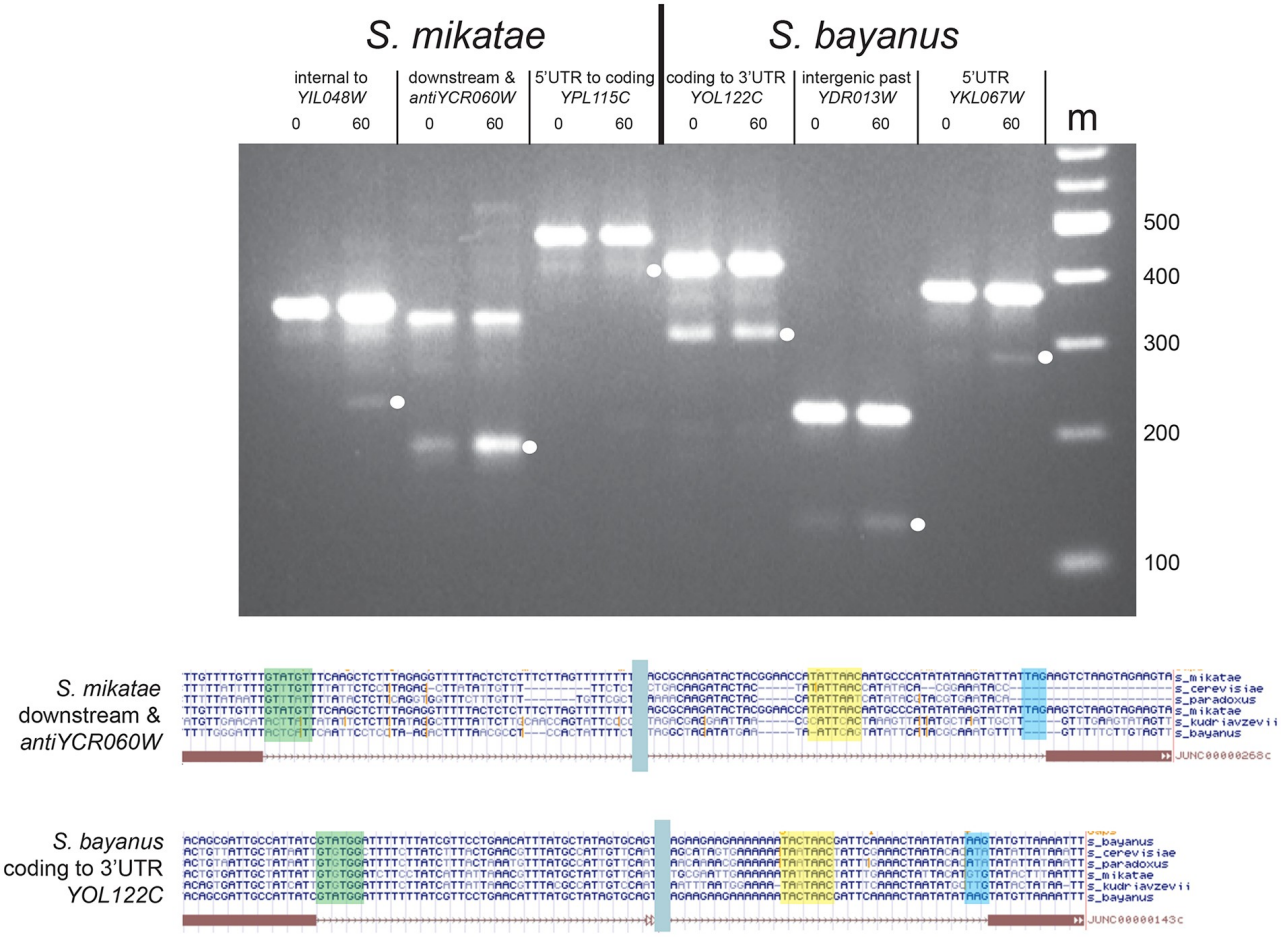
Protointrons are found in other *Saccharomyces* species but are not conserved. RT-PCR products from RNA of *S*. *mikatae* (left) and *S*. *bayanus* (right) at different protointrons identified by RNAseq. Splice junctions were validated by cloning and sequencing the PCR products indicated by a white dot. Below the gel image are shown alignments of the RT-PCR product sequences from *S*. *mikatae antiYCR060W* and *S*. *bayanus YOL122C* to their corresponding genomes to show lack of conservation of splicing signals (boxed).

### Introns with features of both protointrons and standard introns may be intermediates in de novo intron creation

Based on the above analysis and those described elsewhere that note “novel” splicing [32–34, 37–39, 67], we propose defining standard introns as (1) conserved in related organisms or clades, (2) efficiently spliced under appropriate physiological conditions, and (3) established in the pathway for production or regulation of a functional gene product. Furthermore, we propose defining protointrons as (1) not conserved in closely related species, (2) inefficiently spliced, and (3) not clearly understood to contribute to correct expression or regulation of a gene. This simple definition allows classification of most all of the observed splicing events in the yeast genome as either protointron or standard intron, with only a few exceptions. The vast majority of protointrons arise by neutral drift and likely provide no fitness advantage, and most probably disappear. A few introns do not neatly fall into one or the other category and may be transitioning from protointron to standard intron status, as predicted by the intronization model. Like protointrons these intermediate class introns not conserved, but unlike typical protointrons they have increased splicing efficiency, and may appear positioned to influence expression of the gene that carries them.

Examples of protointrons that may be on an evolutionary path toward standard intron status include introns in the 5’ UTRs of *S*. *cerevisiae MTR2*, *USV1*, *YEL023C*, and *MCR1*, and in the 5’ UTR of *S*. *bayanus YTA12* (Fig 5). 

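The YEL023C introns lie at V 110545 to 110820, upstream of or just across the start of a coding region that spans 108504 to 110552 on the minus strand. YEL023C encodes a protein of unknown function. Its 392 junction reads form 2 events, and the location was spliced at 23.0% ± 2.50 (SD, n = 2) untreated and 16.5% ± 2.39 (SD, n = 2) after rapamycin. The SJ index of the location was −0.63 in replicate A and −0.56 in replicate B. The event across the start codon uses GTATGG, CACTAACA and TAG, and had 170 reads.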

Using the unrooted tree describing relationships between the genomes of the sensu stricto yeasts [71], we map the appearance of these high efficiency protointrons as predicted by their presence in extant genomes that have diverged over 10–20 million years. The *MTR2* intron contains essential sequences [72] and can diversify the N-terminal sequence of the mRNA export protein Mtr2 [73]. When sequences of related yeasts became available [31], it became clear that the *MTR2* intron is unique to *S*. *cerevisiae* (Fig 5). 

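MTR2 is encoded on the minus strand at XI 92744 to 93298, and its 6 intron forms combine 2 upstream and 3 downstream sites between 93303 and 93515. The most used, 93367 to 93465, is 99 nt long, has GTACGT, AACTAACC and TAG, and was spliced at 42.6% untreated and 49.4% after rapamycin. The 163-nt form held 649 reads and the 154-nt form 323. With all forms merged, efficiency was 56.8% ± 1.39 (SD, n = 2) untreated and 61.6% ± 0.302 (SD, n = 2) after rapamycin, while from junction reads and exon 2 coverage the untreated value was 22.4%. The MTR2 transcript itself had a log2 change of −0.46.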

High efficiency protointrons are found in the 5’UTRs of *USV1* and *MCR1*. The *USV1* intron is efficiently spliced after rapamycin treatment in *S*. *cerevisiae* and is also functional in *S*. *mikatae* (Fig 5, S6 Table). However, *S*. *kudiravzevii* and *S*. *bayanus* have different sets of nucleotide changes that eliminate splice sites and branchpoints required for this intron. 

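USV1, which encodes a zinc finger regulator of genes for nonfermentable growth, starts its coding region at XVI 115312, and its introns lie at 115219 to 115293 and 115219 to 115298. Neither had reads in the untreated replicates. The 75-nt form had 12 and 5 reads after rapamycin and the 80-nt form 4 and 3, for an efficiency of 72.6% in replicate A and 33.5% in replicate B (mean 53.0%, SD 27.6). The transcript was sparse, with coverage of 44.5 and 31.9 untreated and 69.8 and 57.4 after rapamycin. In S. mikatae the listed intron at 709047 to 709128 of chromosome 6 is 82 nt long, with GTATGT, TACTAACA and AAG, and had 2 reads untreated and 0 after rapamycin.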

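MCR1 encodes a mitochondrial NADH-dependent cytochrome reductase, and its coding region starts at XI 166544. The main form, at 166400 to 166487, is 88 nt long with GTACGT, TACTAACG and CAG, and its 333 junction reads gave an efficiency of 25.3% untreated and 36.1% after rapamycin. A 70-nt form from a GTACTC site had 191 reads and a 117-nt form 133. Over all 6 forms together efficiency was 43.4% ± 3.29 (SD, n = 2) and 52.1% ± 4.97 (SD, n = 2). The transcript had a log2 change of 0.89.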

The *MCR1* intron is spliced at about 30%, and appears to be shared by *S*. *paradoxus*, but is absent in *S*. *mikatae*, *S*. *bayanus*, and *S*. *kudriavzevii*. None of these splicing events alter the N-terminus of Usv1 (a stress induced transcription factor) or Mcr1 (a mitochondrial NADH-cytochrome b5 reductase), however both introns remove uORFs from the 5’ UTRs of these genes, suggesting that splicing could affect 5’UTR function in mRNA translation or stability for both genes. Finally, a very efficiently spliced (>95%) intron is found in the 5’UTR of the *S*. *bayanus YTA12* gene, as well as in *S*. *kudriavzevii* (Fig 5). Removal of this intron does not alter the N-terminus of Yta12, a mitochondrial protein complex assembly factor [74], but does lead to removal of a uORF. 

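YTA12 encodes a subunit of the mitochondrial m-AAA protease. The S. bayanus intron lies at 429643 to 429759 of chromosome 13, uses GTATGT, TACTAACA and TAG, and had 18 junction reads untreated and 9 after rapamycin. In the S. cerevisiae genome the aligned stretch of 110 bases lies at XIII 448135 to 448244, upstream of a coding region that spans 445609 to 448086 on the minus strand. No S. cerevisiae protointron was listed there.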

Interestingly the *S*. *cerevisiae YTA12* gene matches at 88 of 117 (75%) positions in the *S*. *bayanus* intron and has neither an intron nor any uORF (see below).

**Fig 5:**
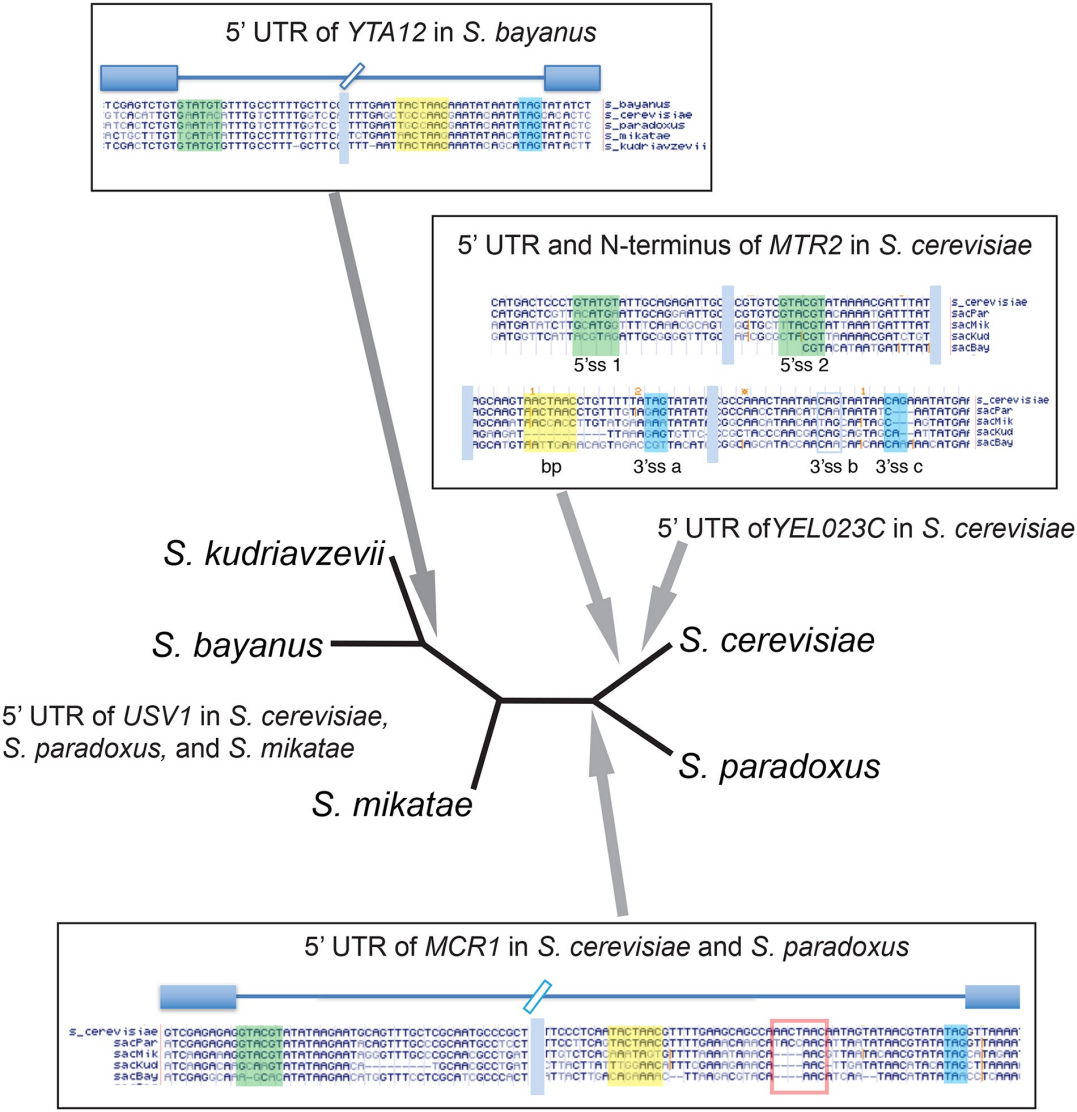
Unusually efficient protointrons that may be evolving toward standard introns. Positions of 5 efficiently spliced protointrons that share similarity with standard introns on the unrooted tree of sensu stricto *Saccharomyces* species are shown. Grey arrows indicate separation points that delineate boundaries between species having or lacking the indicated protointron sequence. Bars in the alignments indicate that sequences between these blocks are not shown. 5’ ss are green, branchpoint sequences are yellow, and 3’ ss are blue. Although these protointrons are restricted to one or two closely related species, their splicing efficiency approaches that of standard introns. Most protointrons are unique to a species and are very inefficiently spliced.

Ten percent of the protointrons identified in *S*. *cerevisiae* are located exclusively in 5’UTRs (S1B Fig). The apparent relationship between introns and uORFs leads to the idea that 5’UTR introns may be adaptive by protecting mRNAs with long 5’UTRs from the general negative effect of uORFs [48, 75]. To test this idea, we asked whether uORFs are present more frequently in 5’UTRs that contain standard introns, as compared to similarly sized 5’UTRs that do not. There are 22 yeast genes (7%) with standard introns in their 5’UTRs, (this number does not count the annotated introns in *MCR1*, *MTR2*, or *USV1*, which are not conserved across the *sensu stricto* group). The size range of the (unspliced) 5’UTRs for these 22 is from ~240 to 950 nucleotides, and there are 91 intronless genes with 5’UTRs in this size range. We counted uORFs longer than 4 codons (including the AUG, but not the stop codon) within 5’UTRs in this size range. Among the 91 genes without 5’ UTR introns, 53 lack any uORFs, whereas 38 have at least one uORF. All 22 genes with 5’UTR introns have at least one uORF, and for 20 of these all the uORFs in the 5’ UTR are removed by splicing. This distribution of uORFs in 5’UTRs with introns is unlikely to have been generated by chance (Fisher’s exact test, p <10^−5^). One hypothesis to explain this is that by removing much of the 5’ UTR RNA, an intron may protect a gene that has a long 5’UTR from genetic drift that creates uORFs, or other translational inhibitory features like RNA secondary structure [48]. Additional experiments will be needed to determine which if any of these splicing events promotes gene expression and whether or not the effect contributes to fitness.

A second evolutionary scenario whereby protointrons may be adaptive concerns in frame splicing, which would produce an alternative polypeptide. This appears to be the case for the standard intron in *PTC7* [30, 66]. A similar intron is found in *MRM2*, where as many as three different proteins may be produced (S1 and S2 Tables, see also [37], NB: not annotated in SGD, but this fits the standard intron definition). 

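MRM2 encodes a mitochondrial rRNA methyltransferase. Its 63-nt intron at VII 253186 to 253248, within a coding region of 252897 to 253859, had 801 junction reads and was spliced at 23.7% untreated and 31.8% after rapamycin. Overlapping forms of 283, 93 and 87 nt had 7, 4 and 3 reads. In PTC7 the 93-nt intron at VIII 251156 to 251248 had 4593 reads and was spliced at 68.0% untreated and 84.6% after rapamycin, and a 103-nt form that shares its 5′ ss had 399 reads.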

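Among events within coding regions, TVP15 has the deepest protointron whose length is a multiple of 3, with 69 nt and 290 junction reads. PDC1 has one of 243 nt with 125 reads, WSS1, which encodes a protease for DNA-protein crosslinks, one of 105 nt with 74, RPS1B one of 273 nt with 69, DCR2 one of 288 nt with 57 and NEO1 one of 126 nt with 54. WSS1, RPS1B and DCR2 were named after their values were seen. Of 86 events within coding regions, 28 (32.6%) keep the frame. An exact binomial test against 1 in 3 gave a 2-sided p of 1. Counted by the most used event of a location, 22 of 65 do.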

Despite forces that seem to deplete splicing signals within ORFs (Fig 3), we find 20 (out of 63) 3n protointrons within ORFs that do not interrupt the reading frame and thus could produce functional proteins, particularly under stress or other conditions where RPG transcription is reduced (S8 Table). We suggest that such protointrons provide evolutionary opportunities to create new protein isoforms from existing genes.

### Telomeric Y’ repeats

Intron-like sequences have been noted in the telomeric Y’ family of repeat sequences for more than 25 years and continue to be annotated in the Saccharomyces Genome Database (SGD). So far, molecular tests for splicing of these annotated introns have been negative [61, 76]. Intron predictions allow some Y’ repeat element copies to encode a large (1838 amino acid) protein (e. g. YNL339C, Fig 6A), that carries an N-terminal Sir1 domain and a central DExD helicase domain. Other Y’ elements differ in sequence and can only encode fragments of the open reading frame that may nonetheless produce smaller functional proteins, for example the helicase overexpressed in telomerase-deficient “escaper” colonies [76, 77]. The function(s) of any of the Y’ element predicted proteins in normal cells are not known.

**Fig 6:**
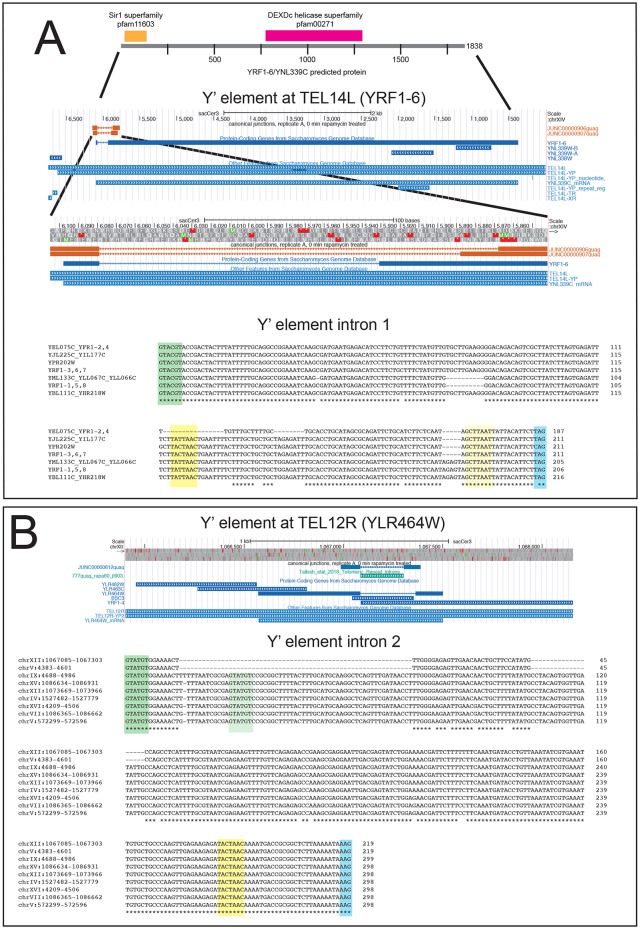
Introns in the Y’ element repeat family. Two different introns are found in the transcribed Y’ repeat elements. **(A)** Y’ intron 1. Top: expanded view of the protein encoded by *YRF1-6* located in the Y’ element at the left end of chromosome XIV with the Sir1 and DECD helicase homology regions indicated. An expanded segment from the upstream part of the gene shows the alignment of the detected intron relative to the annotated predicted intron at SGD. At the bottom is shown the alignment of the seven different versions of this intron from the seventeen Y’ elements in the *S*. *cerevisiae* genome that possess it. Sequence names are based on standard and systematic annotations from the *Saccharomyces* Genome Database (SGD). 5’ ss are green, branchpoint sequences are yellow, and 3’ ss are blue. **(B)** Y’ intron 2. Top: expanded view of the protein encoded by *YLR464W* located in the Y’ element at the right end of chromosome XII. The alignment shows the detected intron relative to the annotated predicted intron at SGD. At the bottom is shown the alignment of the nine different versions of this intron from the nine Y’ elements in the *S*. *cerevisiae* genome that possess it. Splicing signals are highlighted as in (A).

To determine if Y’ element transcripts are spliced, we allowed RNAseq reads to map to the repetitive Y’ elements (i. e. without masking). Although the mapped locations may not be the precise origin of the RNA that created the read, this allows us to identify spliced reads and assign them to possible members of the Y’ repeat family. We find two introns within the Y’ repeat family (Fig 6), one of which lies on the far left of the repeat and is required to create the open reading frame for the longest predicted protein (exemplified by YNL339C near TEL14L, Fig 6A). The other is in the center of the Y’ repeat (exemplified by YLR464W near TEL12R, Fig 6B). Neither of these introns matches the annotations at SGD, and instead in both cases, downstream 3’ ss are used (see also [37]). It is not uncommon for the yeast spliceosome to skip proximal 3’ ss in favor of a distal 3’ ss, in some cases due to secondary structure of the pre-mRNA [78]. 

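At YLR464W the spliced reads span XII 1067085 to 1067303, or 219 nt, with 64 junction reads, while the annotated intron ends at 1067363 and is 279 nt long. At YEL076C-A the reads span V 4383 to 4601, also 219 nt, against 279 nt annotated. For intron 1, YPR202W is annotated at XVI 943051 to 943198, and its reads end at 943261 (135 reads) or 943241 (96 reads). YRF1-6 is annotated at XIV 5932 to 6079, and its reads span 5869 to 6079 (75 reads) and 5889 to 6079 (20 reads). Of the 14 annotated Y′ introns, 0 match a spliced form at both ends.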

The Y’ elements in *S*. *cerevisiae* differ from each other; not all can express a protein as large as YNL399C after removal of intron 1 using the distal 3’ ss. Intron 2 splicing does not greatly extend the open reading frame of YLR464W. To confirm that the reads arise from splicing rather than from a deleted copy of the Y’ element precisely lacking the intron, we searched the genome using the “spliced” sequence produced for intron 1 or intron 2 and found that there is no such contiguous genomic sequence. We conclude that Y’ element transcripts can carry at least two introns that are distinct from current annotations in SGD (Fig 6).

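Reads over Y′ intron 1 came to 603 and 506 in the untreated replicates and 1015 and 666 after rapamycin, in 30 events over 15 copies of the element. Intron 2 had 51, 70, 67 and 35 reads in 10 events, with YRF1-1 at IV 1527482 to 1527779 the next deepest after YLR464W, at 54 reads. Reads among such copies can be placed at more than 1 of them, so values per copy are less certain than their sum. Of the 30 bases around each joined junction, none of the 30 intron 1 forms and none of the 10 intron 2 forms was found in one piece elsewhere in the reference. Among 11 other gapped events in Y′ elements, 8 were. From the lack of a contiguous copy of the spliced sequence, the paper concludes that Y′ transcripts can carry introns distinct from the annotated ones.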

To evaluate the sequence relationships of the Y’ repeat element introns we aligned them with each other, after merging identical copies into one. All the predicted intron 1 sequences have the second most common 5’ ss in the yeast genome (GUACGU, followed by the preferred A at position 7, [61]. The most distal 3’ ss of several possible creates the large ORF, and is UAG for all except YPR202W, which has a CAG. 

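Of the 30 intron 1 events, 27 end in TAG, 2 in CAG and 1 in AAG, and 28 begin with GTACGT. The copy with the most reads lies at IV 1526005 to 1526210 with 807. At YPR202W the longer form ends in CAG and the shorter in TAG.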

Several other potential 3’ ss (including the one annotated in SGD) are skipped or used alternatively. Interestingly only YPR202W, YRF1-3, YRF1-6, and YRF1-7 have the canonical UACUAAC branch point sequence, whereas most of the others have UAUUAAC, a variant found in some standard introns (Fig 6A). 

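Copies with TATTAAC carried most of the intron 1 reads, 1522 in 21 events, while those with TACTAAC had 344 in 6 events. The other 3 events, of 187 nt each, lie in copies with neither sequence. They are V 5824 to 6010 with 775 reads, V 570858 to 571044 with 124 and XII 1065659 to 1065845 with 25. They were named after their values were seen, and which copy their reads came from was not resolved.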

The remaining group (YEL075C, YRF1-2, and YRF1-4) are deleted for the region containing the branch point, suggesting that they are unable to be spliced. Intron 2 has the most common 5’ss GUAUGU, and the most common branch point UACUAAC, and uses the first AAG (a less commonly used but standard 3’ ss) downstream from the branch site (Fig 6B). Most copies also contain an alternative 5’ ss which is used less frequently. We have not estimated the efficiency of splicing of these introns because we cannot reliably assign reads to specific repeat elements with confidence. The current genome assemblies of *S*. *mikatae*, *S*. *paradoxus*, and *S*. *kudriavzevii*, but not the *S*. *bayanus* assembly include at least one Y’ element related to the *S*. *cerevisiae* elements [71], but the precise numbers and arrangements of the Y’ elements in those genomes await refinement of the genome assemblies for those organisms.

### The *S*. *bayanus YTA12* protointron functions in *S*. *cerevisiae*

The finding of a highly efficient protointron in the *YTA12* 5’ UTR of *S*. *bayanus* (and putatively in *S*. *kudriavzevii*, Fig 5) that is not observed in the alignable syntenic sequence of *S*. *cerevisiae* prompted us to test (1) whether this *S*. *bayanus*-specific intron can be spliced in *S*. *cerevisiae*, and (2) whether the intron might confer some advantage for growth on glycerol, given the function of Yta12 in assembly of mitochondrial protein complexes [74]. Fig 7A shows an alignment of the region including and upstream of the Yta12 start codon from *S*. *bayanus* (sacBay), *S*. *cerevisiae* (sacCer) and *S*. *cerevisiae* in which the 117 bp of the *S*. *cerevisiae* genome corresponding to the *S*. *bayanus* intron have been replaced in *S*. *cerevisiae* with the *S*. *bayanus* intron (Sc-SbI). This replacement was made using CRISPR/Cas9 guided cleavage of an *S*. *cerevisiae*-specific target sequence within the syntenic region and a repair fragment containing the *S*. *bayanus* intron (Fig 7B). As controls, we created *S*. *cerevisiae* strains precisely deleted for the syntenic region aligning with the *S*. *bayanus* intron, as well as versions of the *S*. *bayanus* intron with 5’ ss mutations (Fig 7C). We isolated RNA and evaluated the expression of these modified *YTA12* genes by extension of a labeled primer complementary to *YTA12* mRNA with reverse transcriptase (Fig 7C). The major transcription start sites for *YTA12* in *S*. *cerevisiae* map about 300 nt from the 5’ end of the primer (Fig 7A and 7C, lane 1). These start sites are unaffected by the 117 bp deletion (the same collection of cDNAs are shorter by 117 residues, lane 2). The migration of cDNAs from the deletion strain are useful to mark the expected position of spliced RNAs, and indeed replacement of the 117 bp with the *S*. *bayanus* intron sequence (lane 3) results in the appearance of the same collection of cDNAs with the disappearance of the signal from pre-mRNA, indicating efficient splicing (lane 3, compare with lane 1).

**Fig 7:**
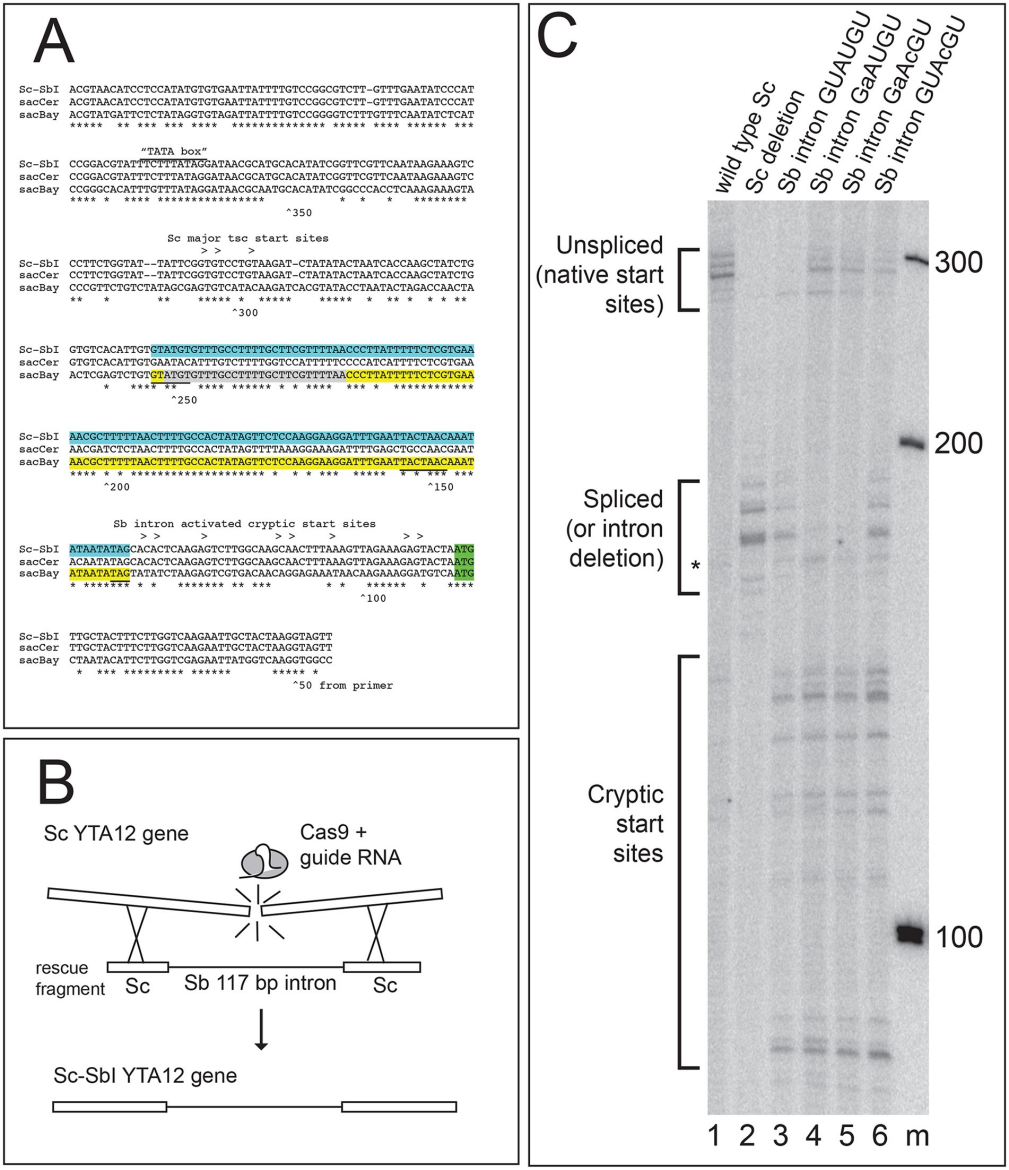
The *S*. *bayanus* YTA12 5’UTR intron is efficiently spliced in *S*. *cerevisiae*. **(A)** Alignment of the *YTA12* promoter and 5’UTR from *S*.*cerevisiae* (sacCer, no intron), *S*. *bayanus* (sacBay, very efficient intron), and the *S*. *cerevisiae* strain carrying the *S*. *bayanus* intron (Sc-SbI), showing the major transcription start sites and the cryptic start sites (>), the splice sites (underlined), and the aligned base pairs (*). **(B)** Strategy for CRISPR/Cas9 editing-based transplantation of the *S*. *bayanus* intron into *S*. *cerevisiae*. A guide sequence was designed to recognize a sequence present in the *S*. *cerevisiae YTA12* 5’UTR but not present in the *S*. *bayanus* intron. A plasmid derived from those provided by DiCarlo et al. [79] expressing this guide along with Cas9 was co-transformed with a synthetic rescue fragment that contained the *S*. *bayanus* intron sequence between “exons” from *S*. *cerevisiae*. Repair of the double-stranded break using this rescue fragment results in transplantation of the *S*. *bayanus* intron into *S*. *cerevisiae*. **(C)** Reverse transcriptase primer extension analysis of RNA from the YTA12 locus of S. cerevisiae strains with the transplanted *S*. *bayanus* intron and mutant derivatives. The cDNAs representing unspliced (native) start sites, spliced (or deleted) RNAs initiating from the normal start site, and unspliced RNAs arising from cryptic start sites are indicated at left. Lane 1, wild type; lane 2, deletion of the region that aligns with the *S*. *bayanus* intron; lane 3, transplantation of the wild type S. bayanus intron; lane 4, GaAUGU mutation of the *S*. *bayanus* intron 5’ ss; lane 5, GaAcGU mutant eliminating both the 5’ ss and the start codon of a uORF; lane 6, GUAcGU mutant that creates a common functional ss while removing the start codon of the uORF; lane m, 100 bp ladder markers.

Mutation of the 5’ ss from GUAUGU to GaAUGU or GaAcGU results in the reduction of the spliced mRNA cDNAs, and the appearance of cDNAs corresponding to pre-mRNA (lanes 4 and 5), indicating that splicing is inhibited by these mutations. Changing the 5’ ss from GUAUGU to the less commonly used GUAcGU reduces the efficiency of splicing but does not block it, as judged by the slight accumulation of unspliced RNA (lane 6). Unexpectedly, the *S*. *bayanus* intron sequence activates a set of cryptic start sites in the *S*. *cerevisiae* sequences downstream of the major start site and the *S*. *bayanus* intron (Fig 7C, lanes 2–6). These start sites are inefficiently used in the wild type *S*. *cerevisiae YTA12* promoter (lane 1). One consequence is that new mRNAs are made that initiate downstream of the intron and thus do not require splicing for expression of Yta12. This interpretation is supported by the observation that all the strains grow on YP glycerol plates as well as wild type BY4741 (not shown). This result highlights the challenge of anticipating the effect of mutations in 5’ UTRs where transcription, splicing, and translation operate together on the same sequence. This experiment measures changes in splicing due only to differences in the intron, and not due to any differences in exonic sequences or trans-acting factors between *S*. *bayanus* and *S*. *cerevisiae*. We conclude that the efficiently spliced protointron from *S*. *bayanus* is equally at home in *S*. *cerevisiae*. This intron appears to have formed in *S*. *bayanus* after *S*. *bayanus* and *S*. *cerevisiae* last shared a common ancestor, but before the divergence of *S*. *bayanus* from *S*. *kudriavzevii*.

## Discussion

### A second class of splicing events exposes roles of the spliceosome in evolution

Many previous studies have noted “novel” introns in yeast under a variety of experimental conditions and genetic backgrounds [32–39, 67]. Here we distinguish protointrons by several criteria, including that they appear by genetic drift at locations not overlapping known standard introns. We first recognized protointrons while studying how the abrupt disappearance of RPG pre-mRNA during early nutrient deprivation signaling frees the spliceosome to increase splicing of other pre-mRNAs [28, 29]. RNAseq analysis of NMD-deficient yeast cells treated with rapamycin revealed that protointrons are found throughout the transcriptome in both coding and non-coding regions of pre-mRNAs, ncRNAs, and antisense transcripts, such as CUTs, SUTs, and XUTs (Fig 1, S1 Fig). Protointrons contain all of the splicing signals necessary for recognition by the spliceosome (5’SS, BP, and 3’SS), however the sequences of these signals are more variable than those of standard introns (Fig 2A and 2B). Whereas standard introns are conserved in related organisms, efficiently spliced, and established for production or regulation of a functional gene product, protointrons are present in one or a few closely related species, not efficiently spliced, and do not clearly contribute to correct expression or regulation of a gene. Given this redefinition, we propose a revised intron annotation, including the addition of a standard intron in *MRM2*, and molecular evidence for the correct location of expected but not demonstrated splicing of Y’ repeat element transcripts. We provide this and related data on a publicly accessible genome browser with several *Saccharomyces* species genomes at http://intron.ucsc.edu/.

Splicing events that occur outside our expectation of what is needed to make a protein or a structural RNA have attracted labels like “splicing noise” or “splicing error” [80]. But viewing the spliceosome as an enzyme able to catalyze a complex series of pre-mRNA binding, refolding, and release operations, including two cleavage-ligation reactions, or even just the first one [35, 81], on a very diverse set of substrates (for review see [2]) suggests that such terms should be more carefully defined. The protointrons described here, as well as similar newly evolved splicing events observed in mammalian lncRNAs [82, 83], reveal the outer edges of the substrate repertoire of this enzyme in sequence space, and do not represent either splicing noise or splicing errors. We suggest the term “splicing noise” should refer to fluctuations due to stochasticity inherent in particular splicing events, just as the term “transcriptional noise” refers to the stochasticity of transcription events (see [84] and references therein). We also suggest the term “splicing error” should refer to events within the spliceosome that lead to spliceosome assembly or catalysis that is incompatible with successful completion of the two splicing reactions, spliced product release, and recycling. In order for splicing to contribute to rapid evolution of multicellular organisms it seems likely that a variety of sequences besides highly evolved introns would need to be recognized and spliced, including those that appear in genomes by genetic drift. The extent to which these spliceosome-generated spliced RNA sequences contribute to fitness would eventually determine their evolutionary fate. The protointron class of splicing substrates represents opportunity to create new genes, create new proteins from existing genes, or impose new regulatory controls on existing genes.

### Some protointrons show greater splicing efficiency and may be adaptive

The forces and mechanisms that drive intron evolution in eukaryotic genomes are still largely unknown. If protointrons represent raw material for intron creation by the process of intronization, then perhaps a very few of the most efficiently spliced protointrons represent intermediates in standard intron formation that have acquired improving mutations. Our data provide evidence for rapid and complete intronization in the *YTA12* 5’ UTR between now and the time *S*. *bayanus* and *S*. *cerevisiae* last shared a common ancestor (~ 20 Mya, [71]). Over the 117 bp intron sequence, the *S*. *cerevisiae* 5’ UTR differs at 29 positions (Fig 7A). Replacement of this region with the *S*. *bayanus* sequence produces an efficiently spliced intron in *S*. *cerevisiae* (Fig 7C). This intron transplantation experiment shows that no species-specific barrier prevents this sequence from serving as an efficient intron in *S*. *cerevisiae*. Although this intron appears fixed in the *S*. *bayanus* and *S*. *kudravzevii* branch of the *Saccharomyces* tree, there is currently no evidence for fitness effects, and thus this intron could be a product of neutral evolution.

In some cases, a protointron might provide increased fitness that would explain its evolutionary persistence. We suggest three specific ways that protointrons may support improvements in gene function. Approximately 10% of protointrons reside entirely within 5’UTRs (S1B Fig), including the four most efficiently spliced protointrons we observed (*S*. *cerevisiae MTR2*, *USV1*, and *MCR1*, *S*. *bayanus YTA12*). We realized that genes with long distances between their transcription start sites and their start codons (i. e. with large 5’ UTRs) are at risk for mutations that create a uORF in the 5’ UTR, which often negatively influences translation [48, 75]. Removal of a large region of the UTR by splicing would buffer this genetic risk. Secondary structures or other detrimental sequences that might arise in long 5’UTRs [85] might also be safely removed by splicing. To test the plausibility of this idea, we examined the frequency of uORFs in 5’ UTRs of *S*. *cerevisiae* genes that have or do not have 5’ UTR introns and found that uORFs are significantly more prevalent in 5’ UTRs that have introns as compared to other 5’ UTRs (see Results). This suggests that the presence of a 5’ UTR intron may help buffer an mRNA against any detrimental effects of uORFs or RNA secondary structure, and provides evidence that intronization in particular in 5’ UTRs may be adaptive in *Saccharomyces* species.

A second way that protointrons may become functional is by producing in frame splicing events within ORFs to create mRNAs encoding shorter protein isoforms with new functions. The frequency of splicing signals is lower than expected in *S*. *cerevisiae* ORFs (Fig 3), supporting the expectation that most introns that arise within ORFs would be detrimental to fitness. Despite this, we found 20 protointrons contained within ORFs that do not interrupt the reading frame, and that may lead to the translation of alternative protein products (S8 Table). If such shorter proteins contribute to fitness, mutations that increase the splicing of the protointron (without disrupting the function of the full-length protein) may lead to the establishment and conservation of a standard intron that allows production of both protein forms. This may be the mechanism by which the conserved in-frame introns of *PTC7* [30, 66] and *MRM2* ([37], this work) have evolved. In these cases, both the intron and the protein sequence encoded by the intron are conserved in *sensu stricto* yeasts, suggesting both contribute to fitness across the genus *Saccharomyces*. Many protointrons span the boundaries between conserved and nonconserved sequences (Fig 2B), increasing the chances that a new splicing event will alter one or the other end of an existing protein. Studies of protein evolution indicate that proteins evolve at their edges [86], suggesting that protointrons may contribute to this as well. Although there is as yet no evidence for new function, the 5’ UTR protointron in the *S*. *cerevisiae MTR2* gene has arisen sufficiently close to the start codon that different alternative splicing events add different peptides to the amino terminus of the annotated protein sequence [72, 73]. Thus, protointrons that appear in frame within existing genes, or that span the edges of existing genes, create protein expression variation that may provide fitness advantages, in particular under stress conditions that have yet to be explored.

A third way that protointrons may prove advantageous is through controlled downregulation through splicing and NMD. We find that 16% of protointrons in *S*. *cerevisiae* span the 5’ UTR and coding region of twenty-seven genes and upon being spliced, remove the canonical AUG start codon making these transcripts potential targets of NMD. In ten of these protointrons, the AUG start codon is embedded within the GU**AUG** of the 5’ ss (e. g. Ade2), suggesting sequences surrounding start codons are particularly susceptible to drifting toward a 5’ ss. A recently studied example of this is the standard intron in the *PRP5* gene that is conserved in the *Saccharomyces* genus and destroys the *PRP5* mRNA by removing the start codon and creating a transcript that is subject to NMD [65]. The intron must have appeared since the divergence of the *Saccharomyces* species from their common ancestor with *Lachancia kluveri*, since this more distant relative has a different intron in its *PRP5* gene. This situation may evolve where overexpression of a particular protein may be detrimental. *PRP5* encodes a splicing factor, and increase (or decrease) in Prp5 protein activity may increase splicing and reduce (or decrease splicing and accumulate) *PRP5* mRNA levels by using this conserved out of frame intron to create a homeostatic regulatory loop. A more difficult to recognize but no less important mechanism is illustrated by the *BDF2* gene in which abortive splicing downregulates expression through spliceosome-mediated decay [35]. It is unclear whether to annotate this location and others like it [81] as an intron, since it does not appear that 3’ splice site selection is required or important for its activity. Thus, even protointrons that are out of frame within coding regions, or pseudo-intron locations at which abortive splicing takes place may provide opportunities for adaptive regulatory controls to evolve.

### Conclusions

Protointrons are a rare class of splicing events that represent the action of the spliceosome on RNA without a necessary connection to the expression of a mature gene. In mammalian cells the spliceosome is no less constrained, and a very large number of alternative splicing events that appear unrelated to “correct” gene expression support this [87]. In particular, newly evolved lncRNAs have introns that are inefficiently spliced and have multiple alternative splice sites, unlike older, more conserved lncRNA and mRNA encoding genes [82, 83]. These observations indicate that a general feature of the evolution of introns is that any transcribed sequence has a chance of being spliced by the spliceosome, should that sequence evolve recognizable splicing signals. Additionally, any sequence that suddenly becomes transcribed can be expected to contain sequences by chance that are immediately recognized as introns. Since the sequences required for splicing are ubiquitous and have low information, many such newly appearing sequences will immediately produce diverse RNA transcripts. If these confer some advantage, or if mutations that improve splicing become fixed by neutral genetic drift, then a standard intron may evolve. As appears to be the case for exonization of Alu elements [88], it is unlikely that any more than a rare few protointrons become established and maintained as standard introns. Nonetheless, intronization of protointrons may be a source of new introns whose splicing contributes to diversification of the transcriptome, and to the appearance of new genes and new products from existing genes, as genomes evolve.

## Materials and methods

### Strains and culture conditions

Two independent cultures of *S*. *cerevisiae* strain BY4741 *upf1Δ* (*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 upf1Δ*::*KANMX*) were grown in YEPD medium at 30°C to an optical density at 600 nm (OD_600_) ≈ 0.5. The cultures were split and rapamycin was added to one half at a final concentration of 200 ng/ml for 1 hour. *S*. *bayanus* strain JRY9195 (*MATa hoD*::*loxP his3 lys2 ura3*) and *S*. *mikatae* strain JRY9184 (*MATa hoD*::*NatMX trp1D*::*HygMX ura3D*::*HygMX*) were grown in YEPD medium at 26 °C, and were treated with rapamycin as for *S*. *cerevisiae* except at 26°C. These strains were a kind gift of Chris Hettinger [71].

### RNA isolation

RNA was extracted from yeast cells using Procedure 1 as described [89]. Prior to RNAseq library construction (see below), RNA was DNased using Turbo DNase (Life Technologies) and RNA quality was evaluated using the 2100 Bioanalyzer (Agilent).

### RNAseq library preparation

5–10 ug of total *S*. *cerevisiae* RNA was depleted of ribosomal RNA using the RiboZero Gold rRNA Removal Kit (Illumina) according to the manufacturer’s instructions. Strand-specific cDNA libraries were prepared using the Kapa Stranded RNA-Seq Library Preparation Kit for Illumina Platforms (Kapa Biosciences) following the manufacturer’s instructions with the following modifications. Sequencing adapters and oligonucleotides used for PCR barcoding were from the NEBNext Multiplex Oligos for Illumina Kit (New England Biolabs, NEB). Prior to PCR amplification of the library, adapter-ligated cDNA was treated with USER enzyme (NEB). Adapter-ligated libraries were then PCR amplified for 10 cycles using NEB index primers compatible with Illumina sequencing. After amplification, size selection of the libraries was performed using an E-gel Safe Imager and 2% E-gel size select gels (Invitrogen). Indexed libraries were pooled and 100 bp paired-end sequenced on the same flow cell of an Illumina HiSeq4000 instrument at the Berkeley sequencing facility. RNA extracted from *S*. *bayanus and S*. *mikatae* was depleted of ribosomal RNA as described above. Strand-specific cDNA sequencing libraries were prepared as described [90] and 50 bp paired-end sequenced on the HiSeq2000 platform (Illumina).

### Mapping and analysis of RNAseq data

RNAseq data is deposited in GEO under the accession number GSE102615. For *S*. *cerevisiae* libraries, all mappings were done using 100x100 bp reads to the SacCer3 Apr. 2011 genome assembly (Saccharomyces Genome Database, SGD, [91]). For *S*. *bayanus* and *S*. *mikatae* libraries, mappings were done using 51x51 bp reads to the SacBay2 and SacMik2 genome assemblies (Saccharomyces Sensu Stricto Database, [71]), respectively. Reads mapping by BowTie2 [92] to *S*. *cerevisiae* tRNA and rRNA defined by Ensemble or to Ty elements defined by SGD were discarded, however mappings to Y’ elements were recovered. For each library, reads were remapped to their respective genomes using STAR with two-pass mode [93]. PCR duplicate reads (reads with identical positions at both ends) were discarded and reduced down to one read. Changes in gene expression upon treatment of cells with rapamycin were determined using DESeq2 [94], comparing untreated and treated cells. Splice junctions were identified by STAR mapping [93].

Splicing Indexes (ratios of splicing measurements) were calculated by comparing reads that cross the intron, reads that cross the splice junction, and reads in exon 2 in different ways. Splice junction coverage is taken as the number of reads that cross the splice junction. Intron coverage was taken as the average per nucleotide coverage across the whole intron. When introns overlapped, a minimal length intron was used such that start of the intron was the most downstream start of the overlapping introns and the end was the most upstream start of the overlapping introns. Exon2 coverage was the average coverage for 100 bases of the following exon, using the most downstream 3’ ss to define the exon. Log2-transformed ratios (Indexes) were calculated for the three comparisons: intron/exon2, splice junction/exon2, splice junction/intron. Fig 1A shows how the splice junction/intron index changes with rapamycin treatment by plotting the value of log2[splice junction-60/intron-60]–log2[splice junction-0/intron-0] for each intron in each replicate. The splicing events plotted here are for locations whose overall transcript level changes less than 2 fold, and whose junctions are supported by at least 35 reads for standard introns or at least 50 reads for protointrons. The general shift of the points to the upper right quadrant indicates increased splicing efficiency (increased junction relative to intron reads) after rapamycin treatment.

Intron splice sites and candidate branch sites were extracted for analysis using the mapped splice junctions and by choosing a best branch point using the following heuristics. The likely branch points (underlined) were identified by searching introns for the following sequences in order until a branchpoint was identified: 1. ACTAA, 2. RYTRAYR, 3. YTRAY (where R = A or G, Y = C or T) constrained to be 45 or more bases away from the 5' ss and no closer than 7 nucleotides upstream from the 3' ss. Candidate introns not matching YTRAY were considered to have no good match to a branchpoint consensus. If multiple equally good branchpoints are identified the one closer to the 3’ ss was recorded. Details and scripts are at: <https://github.com/donoyoyo/intron_bp_generator>. To evaluate conservation, phastCons conservation scores were extracted from a window surrounding the splice site or branchpoint using data from the UCSC Human Genome Browser for *S*. *cerevisiae* at <http://genome.ucsc.edu>. Weblogos [95] were created using the site at https://weblogo.berkeley.edu.

### Reverse transcription and PCR

RNA was reverse transcribed using SuperScript III (Life Technologies) according to the manufacturer’s instructions using a mixture of anchored oligo-dT (T24VN) and random hexamers as primer. Primers to validate and sequence products of splicing from protointrons by RT-PCR were designed using Primer3 [96]. PCR was performed using oligonucleotides listed in S5 Table. PCR products were resolved by electrophoresis on agarose gels and visualized with ethidium bromide staining.

### Cloning and sanger sequencing of PCR products

PCR products generated by *T*. *aquaticus* DNA polymerase (Taq) were cut from low melting point agarose gels and purified using Machernary-Nagel gel extraction kits, then cloned using TOPO-cloning (Invitrogen). Inserts were sequenced by Sanger sequencing at the U. C. Berkeley sequencing center. Splice junctions were identified using BLAT [97] running behind a home copy of the UCSC Genome Browser [98] publicly available at http://intron.ucsc.edu/.

### Estimation of background frequency of splicing signals in codon-permuted yeast genes

To test the hypothesis that “ACTAAC” (proxy for the branchpoint sequence), GTATGT (proxy for the 5’ ss), or any other 6-mer nucleotide sequence within extant yeast ORFs might be enriched or depleted, we created 10,000 codon-permuted versions of the *S*. *cerevisiae* ORF set and counted the number of each of the 4096 possible 6-mers in each, computing a Z-score for each that compares representation of each in the extant ORF set to the mean representation of each in the 10,000 permuted ORF sets. To create permuted ORF sets in a way that preserves the GC content and codon usage of the extant set, we permuted the codons within each ORF (except for the start and stop codons) in the complete set of ORFs. Scripts for creating permuted ORF sets and analysis related to this question can be found under this github link: https://github.com/rshelans/genePermuter.

### CRISPR/Cas9 mediated intron transplantation

Yeast CRISPR editing was done essentially as described by DiCarlo et al [79], except that we rearranged the elements from different plasmids into a simplified single plasmid system by Gibson assembly. We obtained p426-crRNA-CAN1.Y and p414-TEF1p-Cas9-CYC1t [79] from Addgene. To create a BaeI cleavable cassette for easy guide cloning, we annealed oligos newguide1 and newguide2 together, and separately newguide3 and newguide4, and filled to make two fragments which were mixed and then PCR amplified using newguide1 and newguide4 as primers (S5 Table). This duplex was purified and assembled using Gibson mix (NEB) with p426-crRNA-CAN1.Y that had been cut with NheI and Acc65I to replace the CAN1.Y guide target region with a stuffer fragment that could be released by BaeI (NEB) and allow any guide to be inserted easily (p426-crRNA-BaeI). We then used p426-crRNA-BaeI as a template to amplify a fragment containing the new cassette with the *SNR52* promoter and the *URA3* gene using oligos trp1-S-ura3 and Cyc-K-SNR52 (S5 Table). This fragment was combined with p414-TEF1p-Cas9-CYC1t that had been cut with SnaBI and Acc65I and assembled using Gibson mix to create p416-TEF1p-Cas9-NLS-crRNA-BaeI. The net effect of these manipulations is to (1) combine the guide RNA and Cas9 genes on a single centromeric (low copy) plasmid, (2) create a flexible entry site for any guide sequence, and (3) replace the *TRP1* marker with *URA3*. To target the *S*. *cerevisiae YTA12* 5’UTR, we cleaved p416-TEF1p-Cas9-NLS-crRNA-BaeI with BaeI, annealed the YTA12_top YTA12_bot 25-mers together (S5 Table) and ligated them to the BaeI cleaved plasmid to produce p416-TEF1-Cas9-NLS-CYC1t-crRNA-YTA12. The advantage of this single plasmid system is that guide sequences are more easily inserted, only one plasmid is needed, and cells lacking the plasmid can be selected after editing on 5-fluororotic acid (5-FOA) plates.

Rescue fragments were created by annealing combinations of synthetic oligonucleotides (S5 Table) and filling them in with DNA polymerase. These fragments contained the sequences needed to edit the *S*. *cerevisiae YTA12* 5’ UTR so that it contained the *S*. *bayanus* intron, or was deleted of the intron-syntenic sequences, or contained different 5’ ss mutations of the *S*. *bayanus* intron. Candidate edited yeast clones were grown, and DNA was isolated and analyzed by PCR using primers on either side of the edited site. PCR products were purified and sequenced at the U. C. Berkeley sequencing center to confirm correct editing. Yeast strains determined to contain the correct sequence were streaked on 5-FOA to select clones that have lost the p416-TEF1-Cas9-NLS-CYC1t-crRNA-YTA12 plasmid.

## Supporting information

S1 Fig **(A)** Coherence of gene expression changes after 60 minute rapamycin treatment between the two replicate experiments. Log2ratio of treatment to control read coverage over genes was plotted giving an *R*^2^ value of ~0.99. Supplemental to Fig 1A. **(B)** Percentage of standard introns and protointrons that are located in non-coding, 5’UTR, 5’UTR^coding, coding, coding^3’UTR and 3’UTR regions. **(C)** Coverage tracks showing transcription through the genomic locus upstream of *ASH1* where the *antiASH1* protointron is located. Supplemental to Fig 1B and 1C. **(D)** Coverage tracks showing transcription through the genomic locus upstream of *TUS1* where the *XUT12R-370* protointron is located. Supplemental to Fig 1B and 1C. **(E)** Coverage tracks showing transcription through the genomic locus of *TAF13* where the *TAF13* protointron is located. Supplemental to Fig 1B and 1C. **(F)** Coverage tracks showing transcription through the genomic locus of *SPO1* where the *ncSPO1* protointron is located. Supplemental to Fig 1B and 1C. **(G)** Alignment of sequenced RT-PCR products showing the location of protointrons with unusual 5’ ss. Supplemental to Fig 1D.
(TIF)

S1 Table *Saccharomyces cerevisiae* standard introns.

S2 Table *Saccharomyces cerevisiae* overlapping standard introns.

S3 Table *Saccharomyces cerevisiae* protointrons.

S4 Table *Saccharomyces cerevisiae* filtered reads.

S5 Table Oligonucleotides.

S6 Table *Saccharomyces mikatae* introns.

S7 Table *Saccharomyces bayanus* introns.

S8 Table *Saccharomyces cerevisiae* in-frame protointrons.

How the deposited data were processed for this re-analysis (not part of the article)

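RNA from a upf1Δ strain of S. cerevisiae was sequenced by the authors in 4 libraries, untreated and after 60 min of rapamycin in replicates A and B, at 200 ng/ml in the paper and 200 uM in the deposited labels, and RNA from S. mikatae and S. bayanus in 1 untreated and 1 rapamycin library each. The authors removed tRNA, rRNA and Ty reads with Bowtie2, kept Y′ elements, mapped with STAR 2.4.0h and 2.4.1d and removed PCR duplicates. None of these steps was repeated, since they are already in the deposited values. The paper also left out junctions seen fewer than 3 times, but the deposited lists hold overlapping events with 2 reads and S. bayanus events with 1, and they were used as deposited. Samples were grouped by species, treatment and replicate as the paper and the deposited labels give them. The labels name other strains of S. mikatae and S. bayanus than the paper does, and a lower cell density.

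The authors counted reads across each splice junction per library, and these junction counts were used as deposited. For merged protointron locations the authors summed reads over events, and these expected counts, in which the authors wrote 0 as 0.1, were rounded. The authors averaged coverage per base over each intron and over the first 100 bases of exon 2, and this signal was used as deposited, as was the authors' corrected coverage per gene, in which the rapamycin library is scaled to its untreated library. The authors' deposited log2 values are the log2 ratio of intron to junction, and log2 changes of gene coverage between the libraries of a replicate. Their log2 values equalled log2((intron + 1)/(junction + 1)) within 0.01 in all 4 libraries for 227 of 231 protointrons, 281 of 283 standard introns and 593 of 595 overlapping events. The authors took phastCons scores from aligned yeast genomes and averaged them over a window at each splicing signal, and these mean scores were used as deposited. The authors also deposited average splicing efficiency in percent, made from junction counts and intron coverage, against which the efficiencies computed here were checked. Intron sequences equalled the reference in all 231 protointrons, 283 standard introns and 595 overlapping events.

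The SJ index and splicing efficiency were computed from the junction counts and the intron coverage. The SJ index had a pseudocount of 1. Change of junction counts was tested with edgeR 4.0.16 under its quasi-likelihood test, with the log of intron coverage plus 1 as offset, replicate as block and Benjamini-Hochberg adjustment, at an adjusted p of 0.05. limma 3.58.1 and DESeq2 1.42.0 were alternatives, in R 4.3.3. Standard introns needed at least 35 junction reads in all, protointrons at least 50, and both a mean transcript change under 2-fold from the coverage table. That limit equalled the authors' mark in 275 of 283 standard introns. It kept 150 standard introns and left out 133. Of the protointrons 107 were under the limit, 35 were over it and 89, which the deposited list leaves without a gene label or labels as opposite a gene, had no transcript change assigned and were kept. They are 20 of the 49 protointrons tested. Gene coverage had been planned for a count model, which was not run because the table holds coverage. limma on log2 coverage, for genes that reached 10 in at least 2 libraries, was added after the data were seen.

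The cultures were split between treatments, so the replicate block is part of the design. The pairing was checked by the correlation, across introns, of a replicate's deviation untreated with its deviation after rapamycin, which was 0.158 for standard introns and 0.530 for protointrons. Shares have exact Clopper-Pearson intervals at 95%. Tests between groups of introns are Fisher's exact tests, 2-sided, and lengths were compared with 100000 permutations. These tests count each event, though events at 1 location can share a site. Introns of different species were aligned and called shared at 60% identity and the same gene label, with 8 shuffles of the sequences as the level of chance. The shuffles kept the bases of both splice sites but not the branchpoint. Joined junctions of 30 bases, 15 from each side, were searched in the reference. A direct repeat was 6 or more matching bases at the ends of a gap. Place classes (within a coding region, across a start or stop codon, opposite a coding region, outside) come from the reference annotation, in place of the deposited class that had been planned. These steps used python 3.11.15, numpy 2.4.6, scipy 1.17.1 and biopython 1.88. The plot of S1A Fig was not used for comparison.

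Depth over standard, overlapping and protointron events was 3539760 and 2724479 junction reads in the untreated replicates A and B and 1104665 and 869722 after rapamycin. At that depth a share of 0.0788% is known to within 0.0759% and 0.0818%, while the median protointron rests on 26 reads. S. mikatae and S. bayanus have between 60659 and 77027 split reads per library. In simulated data edgeR recovered 88.9% of 2-fold and 100% of 4-fold changes among standard introns, with 0 false calls among 34, and 16.7% and 66.7% among protointrons, with 0 false among 5. Each of these protointron shares rests on 6 introns. The simulation took intron coverage as free of error and gave all introns of a group the same dispersion, so its recovery may be too high. limma on coverage recovered 100% of both sizes of change, with 13 false of 213 calls.

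Genes named in the text by rule are the genes and loci the study names for these data in its text, Table 1 and Figs 1 to 5, the 10 protointrons and 10 standard introns with the largest rise and the 10 of each with the largest fall among those that passed the test and moved the same way in both replicates, up to 4 members of each gene list with the largest change, and for expression the 10 genes with the largest change each way. Other genes, such as those with the most reads, the longest introns or the highest or lowest efficiency, were named after their values were seen. The rule was set before the data were examined, though values in the paper's supplementary tables had been seen in part. Gene lists written at the same time cover RPGs, meiosis, the cytoskeleton, vesicle traffic, ubiquitin-like conjugation, mitochondria, RNA processing, ribosome biogenesis, nitrogen catabolite repression, general stress, respiration, autophagy, the spliceosome, NMD and the genes of mating types a and alpha. In all, 709 alternative values were computed, by changing the tool, the block, the read minimum, the transcript limit, the pseudocount or offset, the coverage used, the list of events, the RPG reads in the total, the value read for 0 reads, the identity limit and the libraries. From the jackpot class only the total count per event was used. The RT-PCR gels, the sequence alignments to further species and the genome-wide hexamer counts were not analysed here.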

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

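The test on UBI4 and its bounds were chosen after its reads had been seen, and the other values in this part are comparisons without a test.

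Protointrons took a smaller share of junction reads after rapamycin in S. bayanus and a larger share in S. cerevisiae, which is why the species are set side by side. The share after rapamycin over the share untreated was 0.485 in S. bayanus and 5.75 in S. cerevisiae, as the mean of 5.76 and 5.74 in its replicates. With RPG junctions left out of the total the ratios were 0.624 and 2.03. RPG junctions went from 66.2% to 73.8% of the reads in S. bayanus and from 83.4% and 84.5% to 54.5% and 54.8% in S. cerevisiae. The difference between the species was not tested. S. bayanus has 1 library per condition and 39 and 24 protointron reads, of which 18 and 9 are from YTA12, and without them its ratio was 0.563 (0.270 to 1.14). Its strain is competent for NMD while the S. cerevisiae strain is not. S. mikatae, also competent for NMD, had a ratio of 3.43, or 2.32 without RPG junctions, which went from 79.9% to 70.2% of its reads. No biological explanation was tested.

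Gapped reads over UBI4, which encodes polyubiquitin as tandem repeats, lie in a class the authors set aside, and many appeared at gaps with no untreated reads. At 5 of its 7 gaps no reads were seen untreated and 5253 were seen after rapamycin. Over all 7, reads went from 217 and 216 to 6446 and 4899. Put on the scale of the gene coverage table, with the median shift of exon 2 coverage over 277 standard introns, the rise over all 7 gaps was 22.8-fold in replicate A and 19.0-fold in replicate B, while coverage of UBI4 rose 5.28-fold and 5.13-fold. The ratio of the rises was 4.00 on average over all 7 gaps (SD 0.440, n = 2), 2.15 over the 2 gaps with untreated reads (SD 0.199, n = 2) and 1.06 (SD 0.009, n = 2) at the gap that held 214 and 212 of the untreated reads. The answer depends on which gaps are taken, so a higher transcript level stays open as the cause. A comparison over the 5 gaps alone and a reading of all 7 alone were dropped, since the 5 stand out for having no untreated reads. How reads were placed among the repeats stays open and was not tested.

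Events overlapping standard introns, which the paper leaves aside, took a larger share of junction reads after rapamycin. The share was 0.479% and 0.486% in the untreated replicates and 1.01% and 1.04% after rapamycin, a mean ratio of 2.12. Standard junction reads fell in number between these libraries, and which part that plays was not tested.

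Copies of the Y′ element that lack the branchpoint region of intron 1, which the paper proposes to be unable to splice, carried 924 junction reads in the 4 libraries, of which 775 lie at V 5824 to 6010. The paper also says that a mapped location need not be where a read came from, and which copy these reads came from was not tested.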

How the results depend on the processing

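Settings that used limma with exon 2 coverage, the published S3 Table alone, limma on gene coverage or changes of each replicate alone, the authors' mark of transcripts changed under 2-fold, adjustment over each list alone, shuffled sequences, 0 reads read as 0.1 and S. bayanus without YTA12 were chosen after seeing the data, and the others before. Of 709 alternative values, 504 stayed the same in direction and side of their limit or within their spread, and 7 reversed. Some of the 504 could not have moved, since for efficiencies and read shares leaving out 1 of 2 replicates always stays within their spread. With exon 2 coverage, which covers spliced and unspliced RNA, in place of intron coverage, edgeR called 4 standard introns up and 4 down (27 and 21 at an unadjusted p under 0.05), where intron coverage gave 56 and 9. limma with exon 2 coverage called 8 up and 7 down. In well spliced introns the ratio of junction to exon 2 has little room to rise. The share positive in both replicates was 37.9% in place of 64.8%, and the median standard efficiency 73.3% in place of 93.6%. With exon 2 coverage the change of SNR17A was −0.13 in edgeR and −0.13 in limma, that of SNR17B −0.053 and −0.052, that of V 540372 to 540441 −0.24 and −0.42, and that of XI 94060 to 94149 turned to 0.044 in edgeR. These 7 values are the ones that reversed, and the cause was not tested. For protointrons, limma with exon 2 coverage called 20 up and 1 down.

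Leaving out either rapamycin library took away all calls of edgeR on introns. A lone library in an arm is assumed to vary like the other group. Without each library in turn edgeR called 0 to 62 standard introns up and 0 to 11 down, and 0 to 7 protointrons up and 0 to 1 down. The counts of 0 came without rapamycin replicate A (standard introns 51 up and 6 down at an unadjusted p under 0.05, protointrons 14 and 3), without rapamycin replicate B (46 and 8, 12 and 3) and, for protointrons, without untreated replicate B (17 and 0). No other tool was run on these subsets. Called values of 32 named introns were all weaker without either rapamycin replicate, 16 were weaker without untreated replicate B and 7 without untreated replicate A. One replicate alone gave shares of positive standard introns of 68.3% to 79.3%. limma on gene coverage called 450 to 987 genes up and 663 to 1121 down when a library was left out, and 450 was without rapamycin replicate A.

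Other settings moved fewer results. Without the limit on transcript change edgeR called 125 standard introns up and 38 down, over 277 in place of 145. DESeq2 called 6 protointrons up and 1 down, and at least 100 junction reads left 1 down among 23 tested. Without RPG junctions the share of protointron reads rose 2.03-fold in S. cerevisiae in place of 5.75-fold and 2.32-fold in S. mikatae in place of 3.43-fold, and with only protointrons of at least 50 reads it rose 5.43-fold in S. cerevisiae. With no gene label needed, 31 pairs of labels reached 60% identity between species in place of 3. By this rule 15 introns of S. mikatae had a partner in S. cerevisiae, against a mean of 7.63 in shuffled sequences. Of the S. bayanus introns 8 had one, against 4.38. The shuffles did not keep the branchpoint, so both levels of chance may be too low. Without the replicate block, the pairing of cultures, edgeR called 53 standard introns up and 9 down and 15 protointrons up and 3 down, 29 of the 32 named introns kept their call and 3 were weaker. Gene coverage is scaled within each replicate, so a fit without the block can also carry a difference in level between the replicates. limma on gene coverage called 1268 genes up and 1358 down without the block, in place of 2584 and 2556. These are the results fitted with a block. Of 423 values for named introns 292 kept their call, 124 were weaker and 7 reversed. Of 157 efficiencies of named locations 112 stayed within the replicates' spread and 45 moved. With 0 reads read as 0.1 the median protointron efficiency was 0.933% in place of 0.569%, and without YTA12 the S. bayanus ratio was 0.563 in place of 0.485. The difference in lengths passed its test in all alternatives, but without RPG introns the standard median was 95.5 nt and 12.6% were over 300 nt, so that protointrons, at 143 nt and 22.5%, were the longer group. The share of protointrons positive in both replicates, the in-frame share, G5, the phastCons shares and the places stayed the same in all their alternatives. The planned edgeR and DESeq2 fits to gene counts were not run, since the table holds coverage. The median protointron event had 26 reads, and edgeR recovered 16.7% of simulated 2-fold changes among protointrons.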

Differences from the paper's values

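The median splicing efficiency of protointrons was 0.569% untreated, as the mean of the 2 replicates' medians, where the paper's value is about 1%. A median over efficiencies averaged per location first was not among the alternatives. Averaged that way, 91 of 172 locations (52.9%) were under 1%. The 1% mark thus lies close to the middle of the list, with that median below it. The order of averaging may therefore play a part. Of the alternatives set before the data were examined, leaving out untreated replicate B gave 0.846%, within 1.5 times the paper's value. Leaving out untreated replicate A gave 0.292%, junction over exon 2 coverage 0.512%, a minimum of 20 for junction plus intron 0.585% and single events 0.341%, and these differ from it. Locations of the published S3 Table alone gave 0.710%, within 1.5 times, in a setting chosen after seeing the values. It drops 12 of the deposited events, none of which the paper's table holds. Reading 0 junction reads as 0.1, the value the authors wrote for 0 in their merged list, gave 0.933%, also within 1.5 times and also chosen after seeing the values. For the location opposite IPT1 the paper's untreated efficiency is 0.11%, and the value here is 0 in both replicates, with no junction reads. All 5 alternatives set before the data were examined also gave 0 and differ from the paper's value. Reading 0 as 0.1 gave 0.106%, which rounds to the paper's value, in a setting chosen after seeing the values.

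In direction, the paper's gel of the intron antisense to ASH1 in Fig 1C shows more spliced product after rapamycin, while its junction reads relative to the intron fell by 1.68 on the log2 scale here, with an SJ index of −0.19 in replicate A and −3.77 in replicate B. Against exon 2 coverage the change was 0.044. The paper describes protointrons as shorter on average than standard introns. The medians were 143 and 143 nt and the means 253 and 244 nt here, while 22.5% of protointrons and 41.0% of standard introns were over 300 nt.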

Other observations

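The explanations below were set out before their results were seen, apart from the repeat opposite DAN4, whose 21 matching bases had been noted earlier. The limma counts in the next paragraph come from a test chosen after seeing the data.

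Genes for using poor nitrogen sources and for respiration rose after rapamycin. All 20 genes of nitrogen catabolite repression rose in limma's test with Benjamini-Hochberg adjustment, 18 of them by more than 2-fold in both replicates, with a median log2 change of 3.11. They were led by DAL80, which encodes a GATA repressor, at 6.21 (5.90 in replicate A and 6.53 in replicate B), GAP1, the general amino acid permease, at 5.73, MEP2, an ammonium permease, at 5.21, DAL3 at 4.23 and PUT1, of proline use, at 4.09. All 19 genes of respiration rose, 10 by more than 2-fold in both, with a median of 1.08. Of 11 autophagy genes 10 rose and ATG5 fell by 1.30, and of 16 general stress genes 15 rose and SSA3 fell by 0.35, both named after their values were seen. DDR2, a stress gene, rose by 5.22 and HSP12, a membrane chaperone gene, by 3.20. Further rises were YLR053C at 5.37, SNO1 at 5.07, RTC2 at 4.92, ARO10 at 4.90, OPT2 at 4.86 and YCL048W-A at 4.83, and further falls YDL063C at −4.81, HAS1 at −4.72, AAH1 at −4.68, SSF1 at −4.67, RPA43 at −4.63 and RKI1 at −4.62. These counts were the same when adjusted over each list alone.

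Of 13 meiotic genes 9 rose and 2 fell, with SAE3 at 1.63 and PCH2 at 1.61. Of 8 mitochondrial genes 6 rose and 1 fell, with COX5B, a cytochrome oxidase subunit, at 3.26. Of 9 genes of ubiquitin-like conjugation 5 rose and 3 fell, with UBC5 at 1.26 and UBC9 at −0.98. Of 15 vesicle traffic genes 6 rose and 6 fell, and of 11 cytoskeleton genes 5 rose and 1, MOB2, fell by 0.77. Of 10 RNA processing genes 1 rose and 7 fell. Of the 3 NMD genes NMD2 and UPF3 fell, and the third, NAM7, is the UPF1 gene deleted in this strain, whose low residual coverage is of unknown origin in the locus. Of 6 genes of mating type a 3 rose, and both genes of mating type alpha on the list, STE3 and SAG1, rose by 0.36 and 0.16. Coverage of STE2, the receptor of mating type a cells, was 7789, 5731, 7452 and 6335 in untreated A, B and rapamycin A, B, and that of MF(ALPHA)1 was 9.98, 4.34, 6.50 and 9.41.

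In standard introns junction reads rose relative to the intron but stayed level relative to exon 2. Among introns spliced at under 80% untreated the median change relative to exon 2 was 0.18 (SE 0.058, 41 introns), and among those at 95% or more it was −0.01. A ceiling on junction reads in well spliced introns may explain the level ratio, but 0.18 lies between the bound set for it and the bound set against it, so this stays open. Introns spliced at 95% or more leave the ratio to exon 2 little room to rise, so it cannot show there whether splicing rose. Fewer new transcripts per mRNA after rapamycin were predicted to leave little or no rise of the SJ index in transcripts that rose. The median SJ index of 41 introns in transcripts that rose by over 0.5 on the log2 scale was 0.73 (SE 0.15), past the bound set against it. A transcript can also rise through slower decay, so the test cannot decide and this explanation stays open. Both SEs are over introns and not over cultures. A change in splicing after rapamycin, the biological explanation, stays open as untested.

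Protointron junctions could come from template switching or misalignment at direct repeats. The share with 6 or more matching bases exceeded that of standard introns by 1.30 percentage points (3 of 231 against 0 of 283, Fisher's exact test, 2-sided p = 0.0901). This is under the bound of 5 points set against it, so few of the junctions left on the list lie at direct repeats. The authors had removed junctions over repeats and the other rejected classes before, so the low share says nothing of unfiltered junctions. Joined junctions lay elsewhere in the reference for 0.433% of protointrons (1 of 231, 0.0110 to 2.39), the intron opposite DAN4. For the filtered list alone this argues against reads of another genomic copy that lacks the intron. Of the 12 deposited events outside S3 Table, 16.7% (2 of 12, 2.09 to 48.4), opposite DAN4 and in RPS1B, lie at direct repeats, too few to decide for that group.

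Several introns outside coding regions were spliced at levels far above the median. XI 226110 to 226208, with 30 reads, was spliced at 59.6% and 54.6% in untreated replicates A and B and at 36.6% and 0% after rapamycin. VIII 148755 to 148825, with 51 reads, was spliced at 32.6% and 67.6% and then at 53.2% and 70.8%. The intron downstream of PDR12 at XVI 445503 to 445576 was spliced at 35.6% and 31.3% with 195 reads. The Ty delta intron at VII 404976 to 405054 had 55 of its 60 windows of 20 bases elsewhere in the genome. These were chosen after their values were seen.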
